# Mitogen-Activated Protein Kinases Regulate Susceptibility to Ventilator-Induced Lung Injury

**DOI:** 10.1371/journal.pone.0001601

**Published:** 2008-02-13

**Authors:** Tamás Dolinay, Wei Wu, Naftali Kaminski, Emeka Ifedigbo, A. Murat Kaynar, Mária Szilasi, Simon C. Watkins, Stefan W. Ryter, Alexander Hoetzel, Augustine M. K. Choi

## Abstract

**Background:**

Mechanical ventilation causes ventilator-induced lung injury in animals and humans. Mitogen-activated protein kinases have been implicated in ventilator-induced lung injury though their functional significance remains incomplete. We characterize the role of p38 mitogen-activated protein kinase/mitogen activated protein kinase kinase-3 and c-Jun-NH_2_-terminal kinase-1 in ventilator-induced lung injury and investigate novel independent mechanisms contributing to lung injury during mechanical ventilation.

**Methodology and Principle Findings:**

C57/BL6 wild-type mice and mice genetically deleted for mitogen-activated protein kinase kinase-3 (*mkk-3* ^−/−^) or c-Jun-NH_2_-terminal kinase-1 (*jnk1* ^−/−^) were ventilated, and lung injury parameters were assessed. We demonstrate that *mkk3* ^−/−^ or *jnk1* ^−/−^ mice displayed significantly reduced inflammatory lung injury and apoptosis relative to wild-type mice. Since *jnk1^−/−^* mice were highly resistant to ventilator-induced lung injury, we performed comprehensive gene expression profiling of ventilated wild-type or *jnk1^−/−^* mice to identify novel candidate genes which may play critical roles in the pathogenesis of ventilator-induced lung injury. Microarray analysis revealed many novel genes differentially expressed by ventilation including matrix metalloproteinase-8 (MMP8) and *GADD45α*. Functional characterization of MMP8 revealed that *mmp8^−/−^* mice were sensitized to ventilator-induced lung injury with increased lung vascular permeability.

**Conclusions:**

We demonstrate that mitogen-activated protein kinase pathways mediate inflammatory lung injury during ventilator-induced lung injury. C-Jun-NH_2_-terminal kinase was also involved in alveolo-capillary leakage and edema formation, whereas MMP8 inhibited alveolo-capillary protein leakage.

## Introduction

Ventilator-associated lung injury arises as a clinical complication of mechanical ventilation. Its severe and advanced form, acute respiratory distress syndrome (ARDS), is associated with a high mortality and limited therapeutic options [1]–[3]. ARDS may contribute to multiple organ failure, a major cause of death in intensive care units [4]. Ventilated patients with otherwise healthy lungs seldom develop ventilator-associated lung-injury while those with pulmonary inflammation are predisposed to such injury [5], [6].

Animal models have been used extensively to model ventilator-induced lung injury (VILI) yet the underlying mechanisms remain incompletely understood. Recent research has focused on intracellular signaling pathways involved in the development of VILI, among which include the mitogen-activated protein kinase (MAPK) pathways, key regulators of inflammation [7]–[9]. MAPKs belong to an evolutionarily conserved and ubiquitous signal transduction superfamily of Ser/Thr protein kinases that regulate multiple cellular processes including apoptosis, growth, differentiation and responses to environmental stimuli. The MAPK superfamily includes three primary signaling cascades: the extracellular signal regulated kinases (ERK1/2), the c-Jun NH_2_-terminal kinases (JNK) and the p38 MAPKs. MAPK activation is associated with various forms of inflammatory lung injury. Therefore, strategies to modulate MAPK activation may have therapeutic benefit in this context [10], [11].

The global gene expression profiling approach has provided new insights into the mechanism of VILI. The observed differential activation of genes involved in the coagulation cascade, extracellular matrix production and intercellular communication in the context of VILI, suggests that this disease represents a complex rather than purely inflammatory process, where cellular mechanotransduction plays a key role [5], [12], [13].

The goals of this study were three fold: First we investigated the role of the p38 MAPK/MAPK kinase-3 (MKK3) and JNK signaling pathways in VILI. We measured lung injury parameters in response to ventilation in C57/BL6 (wild-type) mice and strains genetically deficient in MKK3 and JNK1. Second, we have assessed global gene expression changes in our model using microarray-based gene expression profiling. We describe series of genes differentially regulated by ventilation in either wild-type or *jnk1* ^−/− ^mice, and thereby provide insight into potential mechanisms of resistance to VILI. Third, we identify a role for matrix metalloproteinase-8 (MMP8) in alveolo-capillary permeability independent of MAPK.

## Materials and Methods

### Experimental design

Adult C57/BL6 (wild-type) mice and *mkk3, jnk1*, *mmp8* genetically deficient genotypes (−/−) were used for experiments (n = 192, weight = 20–30 g). Wild-type mice were purchased from Jackson Laboratory. *Mkk3^−/−^* and *jnk1^−/−^* mice were generated by R. Flavell (Yale University) and *mmp8^−/−^* mice were generated by S. Shapiro (University of Pittsburgh). All wild-type and genetically deficient mice used in this study were in the C57/BL6 background and matched for age and sex in all experiments. Mice were allowed to acclimate for 1 week with rodent chow and water ad libitum prior to the experiments. All animals were housed in accordance with guidelines from the American Association for Laboratory Animal Care. The Animal Care and Use Committee of the University of Pittsburgh approved the protocols. Mice were anesthetized with the intraperitoneal (i.p.) injection of a mixture of ketamine (150 mg/kg) and acepromazine (2.5 mg/kg) (Sigma-Aldrich Biochemical Co.). Tracheostomy was performed and a 20 G canula was inserted in the trachea. Groups of wild-type, *mkk3^−/−^* and *jnk1^−/−^* mice were randomized into 4 treatment conditions: control, 2-hour ventilation with 20 ml/kg tidal volume, 4-hour ventilation with 20 ml/kg tidal volume and 8-hour ventilation with 10 ml/kg tidal volume. Mice deficient in *mmp8^−/−^* were used for control and 8 hours mechanical ventilation conditions. Control animals were sacrificed immediately after anesthesia (n = 5–8 animals/group). The other animals were mechanically ventilated (n = 5–9 animals/group/condition) with room air using a Voltek RL-6 ventilator (Voltek Enterprises, Inc.). The ventilator setting included 2 cmH_2_O positive end-expiratory pressure (PEEP) and the lungs were recruited by inflation with up to 20 cmH_2_O pressures every hour. To relax chest muscles we used an hourly injection of 1 mg/kg i.p. of pancuronium bromide (Sigma-Aldrich). Animals were sacrificed at the end of the experiment with an overdose of ketamine (300 mg/kg). A detailed description of the experimental protocol is shown in Figure S1 of the online supporting information.

### Necropsy protocol, tissue and bronchoalveolar lavage fluid analysis

At the end of the experiment the abdomen and the chest of the animals was opened up. The left lung was isolated with surgical silk tied around the left main bronchus. The right lungs were lavaged using 0.5 ml saline (n = 5 animals/group/condition). The lavage volumes were inserted and withdrawn 3 times via the trachea canula to equalize volumes. 0.3–0.4 ml bronchoalveolar lavage fluid (BALF) was recovered per animal. One hundred microliter of BALF was mounted on glass slides by cytospinning for 10 minutes at 1000 rpm (Cytospin 3, Shandon Scientific) and stained with hematoxilin-eosin for differential cell count. Two hundred cells were counted per sample. The rest of the fluid was immediately centrifuged (2500 rpm for 10 minutes) at 4°C. The supernatant was stored at –20°C for cytokine analysis. The pellet was resuspended in 1 ml PBS for quantitative cell count. The cells were counted in a hemocytometer (Hausser Scientific). The right lung tissue was snap frozen and used for protein extraction. Subsequently, the ligature from the left main stem bronchus was removed and the lungs were used for histology. For microscopic morphology analysis, lungs were inflated with 0.5 ml of 2% paraformaldehyde through the tracheostomy canula for 1 minute then harvested (n = 5 animals/group). The lungs were fixed for 2 hours in 2% paraformaldehyde and submerged in 30% sucrose overnight. The following day, the tissue was snap frozen in liquid nitrogen and stored at –80°C. The frozen tissues were embedded and stained with hematoxylin-eosin for histology or used for cell death analysis (TUNEL staining). An experienced pathologist analyzed the lungs in a double-blinded fashion.

In a separate set of experiments, control and 8-hour mechanically ventilated lungs were harvested from wild-type and *jnk1* ^−/−^ mice and used for RNA extraction and immunohistochemistry (n = 4 samples/group). The right lung tissue was flash frozen and used for RNA extraction. The left lungs were fixed and used for immunohistochemistry.

### Lung microvascular permeability analysis and wet-to-dry weight ratio measurement

Evans Blue (EB) dye extravasation to the lung interstitium was used to quantify permeability changes following mechanical ventilation. EB dye (20 mg/kg, Sigma-Aldrich) was injected into the jugular vein of ventilated and control animals (n = 3–5 animals/group/condition). Mice were sacrificed 2 hours after dye injection [14]. Following the right main stem bronchus was tied off including the surrounding vasculature. The heart was punctured and 0.5 ml blood was collected. Blood was centrifuged to obtain plasma. The lungs were perfused with 1 ml normal 0.9% saline via the beating right ventricle to remove the remaining blood from the pulmonary circulation. The right lungs were harvested, blotted dry on paper towel and used for wet-to-dry weight ratio measurement. The left lungs were used for permeability measurement. Left lungs were homogenized in 1 ml 0.9% normal saline. For EB dye extraction and permeability analysis we used the method described by Belperio *et al* [15] with minor modifications. In brief, lung homogenates were incubated with formamide for at 60C for 12 hours and centrifuged at 2000 g for 30 minutes. EB dye in the plasma and in the lung tissue was quantified using a dual-wavelength spectrophotometer (620 nm and 740 nm). The following formula was used to correct for heme contamination at 620 nm absorbance (A): A_620_corrected = A_620_observed−(1.426×A_720_observed+0.03). We also used the universal turbidity correction factor for lung tissue described by Moitra *et al* [14]. We calculated the permeability index previously used by Belperio *at al.* [15] to quantify EB extravasation to the lung parenchyma using the following formula: (lung tissue A_620_corrected/g lung tissue)/plasmaA_620._

Lung wet-to-dry weight ratios were measured to quantify pulmonary edema formation. Harvested right lungs were blotted dry on paper towel and their weights were measured. Following lungs were desiccated in 60°C-heated oven over 5 days period to obtain a stabile dry weight [16]. Dried lung weights were measured and wet-to-dry ratio was calculated.

### Blood pressure experiments

Tail vein mean blood pressure was continuously monitored for wild-type mice receiving 8 hours 10 ml/kg mechanical ventilation (n = 3 animals) using non-invasive blood pressure cuffs (Columbus NIBP-1, Columbus Instruments).

### Cellular assays (ELISA, western blots)

The cytokine analysis of BALF for tumor necrosis factor-α (TNF-α) was carried out as described, using mouse specific kits (R&D Systems, Inc.) [17]. Total protein concentration was determined with the Coomassie Plus 200 Protein Assay (Pierce Biotechnology, Inc.). Western blot analysis was carried out as previously described for phosphorylated and dephosphorylated (total) forms of p38 MAPK and JNK [18], [19]. We used p38 MAPK Kinase Assay Kit for phospho-p38 MAPK detection. Total p38 MAPK expression was assessed using rabbit anti-mouse polyclonal antibody (Cell Signaling Technology, Inc). The phosphorylated and total forms of JNK MAPK were detected with rabbit anti-mouse polyclonal antibodies (Cell Signaling). We observed the expression of 3 forms of MMP8: pro-MMP8, active MMP8 and an inactive degradation product of MMP8 (85, 65 and 30 kDa molecular weight respectively) in lung tissue. MMP8 protein expression analysis was previously described by Tester *et al.* [20]. We used rabbit anti-mouse polyclonal MMP8 antibody for detection (Santa Cruz Biotechnology, Inc). GADD45α protein expression was assessed by Western immunoblotting using rabbit anti-mouse polyclonal antibody (Santa Cruz). GADD45α protein expression analysis was previously described by Fayolle et al [21]. β-actin expression was used as a loading control. Densities were quantified based on 3 individual samples per condition.

### Microarray analysis

Total RNAs were extracted from lung tissues with Trizol (Invitrogen Corp.) [22]. Complementary RNAs labeled with the Cy5 fluorescent dye was generated and hybridized to Codelink Uniset I 20K Bioarrays as recommended by the manufacturer (GE Healthcare Bio-Sciences Corp.) and previously reported by us [22]. All microarray data were normalized using the CyclicLoess normalization method (available at www.bioconductor.com) to remove noise in the data [23]. For analysis we filtered out genes that did not pass manufacturer recommendation for quality control. The log2-transformed expression data were used in the downstream analyses. We analyzed the gene expression patterns of 3 controls and 4 ventilation-treated animals. For statistical analysis we applied Welch's two-sample *t*-tests and non-parametric Threshold Number of Misclassification (TNoM) score from the Scoregene Package (available at http://compbio.cs.huji.ac.il/scoregenes) to find genes with significant expression changes. The *p*-values from the t-tests were adjusted for multiple testing using the false discovery rate (FDR) controlling procedure of Benjamini and Hochberg [24]. Genes which have the adjusted p-values less than 0.05, the TNoM scores equal to 0, and a fold-change in expression greater than 2 (on original data scale) were considered significantly changed [25]. This criterion for detecting differentially expressed genes is stringent, and can ensure the low false discovery rate. The color-coded heatmap was generated from significant genes using Java Treeview (available at www.sourceforge.net).

In order to find functional groups of genes over-represented in our dataset, we selected a bigger pool of differentially expressed genes using a less stringent criterion: p-values from t-tests (without FDR correction) less than 0.05, TNoM score equal to 0, and the fold-change in expression greater than 1.5 (on original data scale). The differentially expressed genes were analyzed using the GOstat program (available at www.gostat.wehi.edu.au), which identifies enriched functional groups of genes based on Gene-Ontology (GO) annotations. Gene groups with p-value<0.01 were considered overrepresented in our dataset (after FDR (p-value<0.05) correction). The data discussed in this publication have been deposited in NCBÌs Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) and are accessible through GEO Series accession number GSE7742.

### Real time TaqMan PCR

Quantitative RT-PCR was performed for 4 genes with increased expression following mechanical ventilation in wild-type and *jnk^−/−^* mice (n = 4 samples/condition). TaqMan PCR was executed as described previously [22] . Commercially available Assay-on-Demand primer probe sets (Applied Biosystems, Inc.) were used for Gadd45α (Mm00432802_m1), for Wisp2 (Mm01247817_m1) for Atf4 (Mm00515324_m1) and for Mmp8 (Mm00772335_m1). Gene expression was measured relative to an endogenous reference gene, mouse β-glucuronidase (Gusb Mm00446957_m1). The results were log_2 _base transformed and the arithmetical means of 4 measurements were compared.

### Tissue immunohistochemical-staining and terminal transferase-mediated dUTP nick-end labeling assay

Lung tissues were fixed with 2% paraformaldehyde, merged in 30% sucrose overnight and snap frozen. Sections of lung were prepared and immunostaining was performed as described [26]. We used GADD45α rabbit polyclonal primary antibody (Chemicon International, Inc.) and goat polyclonal IgG primary antibody for MMP8 (Santa Cruz Biotechnology, Inc.). For terminal transferase-mediated dUTP nick-end labeling (TUNEL) assay FITC-Avidin D dye was used [27]. Results were quantified based on 4 individual samples/group.

### Statistics

Results are presented mean±SEM. Kruskal-Wallis test was performed for multiple group comparison and intergroup differences were analyzed with Wilcoxon Rank Sum Test [28] with SPSS statistics software (SPSS, Inc.). Significance level was p<0.05. Microarray statistics and tools are detailed above.

## Results

### Mechanical ventilation induces lung injury in vivo

We ventilated C57/BL6 mice using moderate tidal volume ventilation (10 ml/kg, 8 hours) with low PEEP (2 cmH_2_O). This ventilation strategy allowed us to observe neutrophil influx into the lungs without significant animal mortality and resulted in substantial lung injury. For all animals, total cell count and total protein content were measured in the bronchoalveolar lavage fluid (BALF). Mechanical ventilation resulted in the increase of total cell count in the BALF (Figure 1A), and significant neutrophil recruitment to the alveoli (Figure 1B). We also observed increased protein content in the BALF following 8 hours mechanical ventilation (Figure 1C).

**Figure 1:**
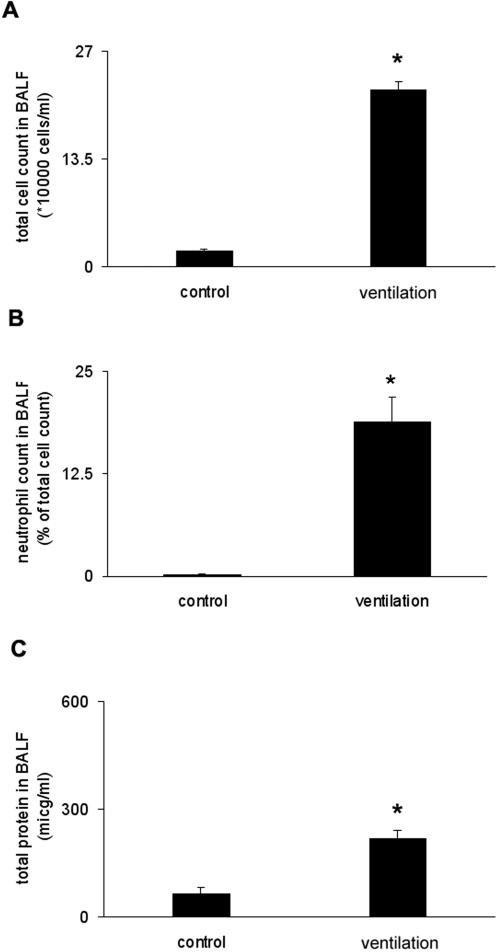
Effects of ventilation on indirect indices of injury in the BALF. (A) Mechanical ventilation (10 ml/kg, 8 hours) resulted in increased cell count in BALF. (B) Lavage neutrophil cell count increased following ventilation (% of total cell count). (C) Ventilation led to significant total protein increase in the BALF. *represents significant differences between ventilated and control animals, p<0.05. Control = no ventilation.

To maximize lung injury following mechanical ventilation mice were ventilated with high tidal volume (20 ml/kg) and low PEEP (2 cmH_2_O) for 2–4 hours. High tidal volume ventilation was used to induce rapid changes in cell count, alveolo-capillary permeability and MAPK activation. Total cell count in the BALF increased in a time-dependent fashion during the course of mechanical ventilation (20 ml/kg), (Figure 2A). Total protein level in the BALF was significantly higher as early as 2 hours of ventilation when compared to controls (Figure 2B). The levels of the pro-inflammatory cytokine tumor necrosis factor-alpha (TNF-α) were also analyzed in the BALF. TNF-α levels were increased after 2 hours of ventilation (*data not shown*), but were not detectable at later ventilation time (4–8 hours). The detailed description of qualitative cell count and total protein is shown in Table S1. Hematoxylin-eosin stained lung tissues were compared following mechanical ventilation. Mechanical ventilation resulted in lung tissue injury marked by alveolar-septal thickening and neutophil granulocyte infiltration to the parenchyma (Figure 3). Mean blood pressure was continuously monitored during mechanical ventilation and significant blood pressure drop was noticed only during the 8^th^ hour (Table S2).

**Figure 2:**
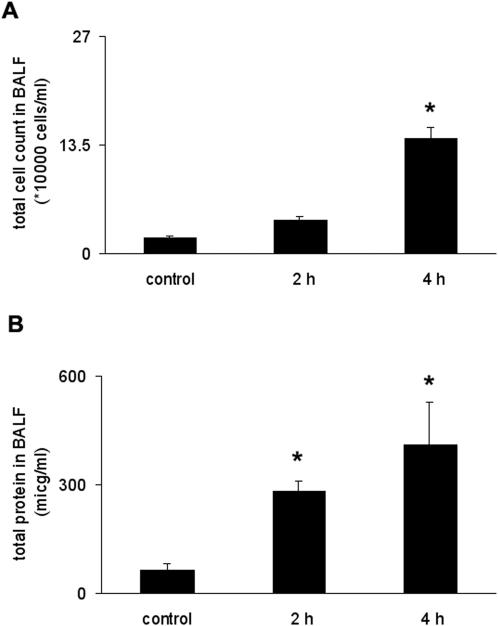
Time course of mechanical ventilation-induced lung injury with high tidal volume. (A) Total cell count increased following ventilation (20 ml/kg) for 2 and 4 hours (*10000 cells/ml). (B) BALF total protein levels (microgram/ml) were augmented by mechanical ventilation. *represents significant differences between ventilated and control animals, p<0.05.

**Figure 3:**
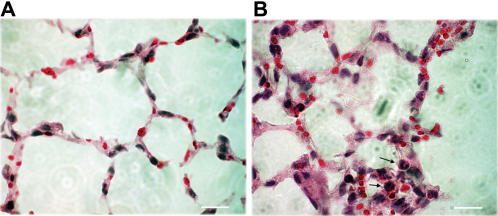
Mechanical ventilation-induced neutrophil leukocyte infiltration in lung tissue. (A) Control (non-ventilated) lung tissue. (B) Mechanical ventilation-induced lung injury following mechanical ventilation (10 ml/kg, 8 hours). Arrows point at mononuclear leukocytes in the alveoli. Hematoxylin-eosin staining, 40-fold magnification, scalebar = 50 micrometer. A representative picture is shown.

### Mice deficient in MKK3 and JNK1 are less susceptible to ventilator-induced lung injury

We examined whether VILI affects the activation of JNK1 and p38 MAPK, members of major inflammatory signaling pathways involved in lung injury. The levels of phosphorylated JNK and p38 MAPK were increased following mechanical ventilation (20 ml/kg, 4 hours), as determined by Western immunoblot analyses of corresponding phospho- and dephospho- forms (Figure 4A and B). To further assess the role of p38 MAPK and JNK1 in VILI, we ventilated mice genetically deficient either in *mkk3* (*mkk3* ^−/−^), the major upstream activating kinase of p38 MAPK, or *jnk1* (*jnk1* ^−/−^), and compared their lung injury indices to that of wild-type mice. The *mkk3* ^−/− ^mice were used for study since p38 MAPK deficient mice are embryonic lethal. In the absence of ventilation, no differences between the three strains were observed with respect to total cell count, protein, or TNF-α levels in the BALF. Mechanical ventilation (20 ml/kg, 4 hours) resulted in significantly higher total cell count in the BALF of wild-type mice relative to that of *mkk3* ^−/− ^or *jnk1* ^−/−^ mice (Figure 5A). TNF-α levels were significantly higher in wild-type animals than in *mkk3^−/−^* and *jnk1^−/−^* mice (Figure 5B). TNFα analysis was performed after 2 hours ventilation due to the early and transient nature of this response.

**Figure 4:**
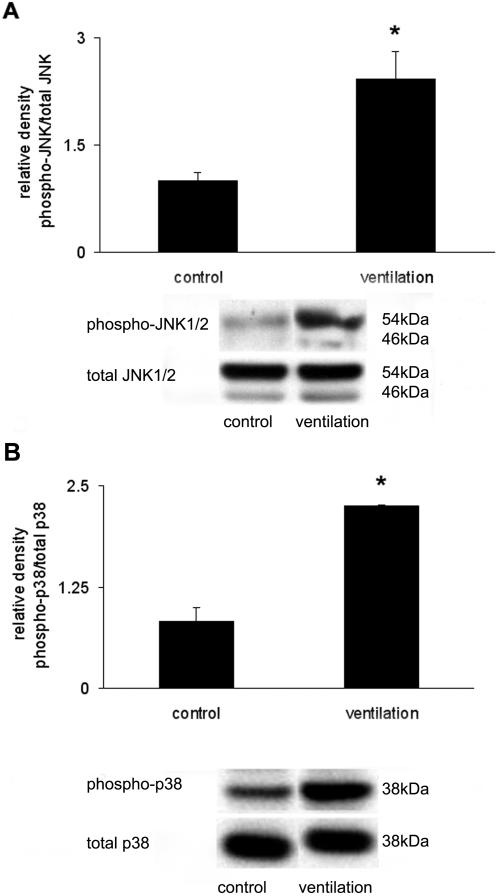
JNK and p38 MAPK protein activation increased following ventilation. (A) Quantified c-Jun-NH_2_-terminal kinase (JNK) activation data, expressed as phospho/dephospho (total) JNK following mechanical ventilation (20 ml/kg, 4 hours). (B) Increased p38 mitogen-activated protein kinase (p38 MAPK) activation was also detected after 4 hours ventilation and expressed as phospho/total p38. Representative blots for phosphorylated and total forms of proteins are shown. *represents significant differences between ventilation and control animals.

**Figure 5:**
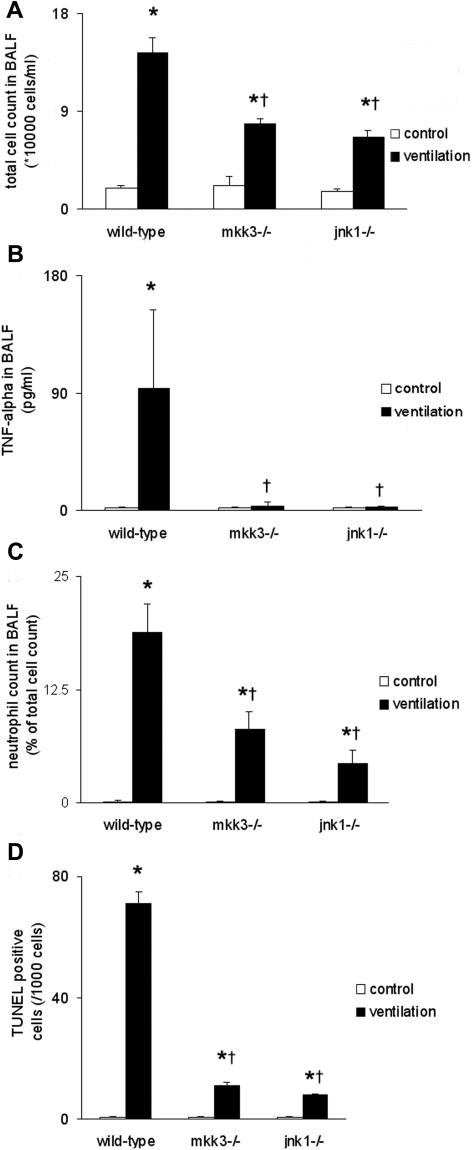
Lung injury and cell death measurement in wild-type, *mkk3* ^−/− ^and *jnk1* ^−/−^ mice. (A) Reduced total cell count was detected in genetically deficient mice following ventilation (20 ml/kg, 4 hours). (B) Tumor necrosis factor-α levels were reduced in genetically deficient mice after ventilation (20 ml/kg, 2 hours). (C) Neutrophil levels were lower in genetically deficient mice following ventilation (10 ml/kg, 8 hours). (D) Quantified TUNEL staining for cell death showed that wild-type mice have increased cell death when compared to *mkk3* ^−/− ^and *jnk1* ^−/− ^mice following volume ventilation (10 ml/kg, 8 hours). Values expressed as number of TUNEL staining cells/1000 cells. *represents significant differences between control and ventilated animals, † represents significant differences between wild-type and genetically deficient animals.

When neutrophil influx was quantified following ventilation (10 ml/kg, 8 hours), we found that both *mkk3* ^−/− ^and *jnk1* ^−/−^ mice exhibited reduced leukocyte infiltration when compared to wild-type mice (Figure 5C). Lung cell death was also assessed with TUNEL staining and we observed that wild-type mice showed significantly higher numbers of positively staining cells, compared to *mkk3* ^−/− ^and *jnk1* ^−/−^ mice (Figure 5D). To localize cellular death in the lung tissue we performed cell specific immunostaining. TUNEL staining was principally localized to the alveolar epithelium. Other cell stains using neutrophil granulocyte marker (Ly6), macrophage (Mac1) and endothelial cell-specific (CD31) markers did not reveal increased apoptosis in these cell types (*data not shown*).

Wild-type or *mkk3* ^−/−^ mice responded to mechanical ventilation with significant increase of BALF protein levels relative to their corresponding non-ventilated controls. However, ventilation did not affect the protein levels in *jnk1* ^−/−^ mice (Figure 6A). Subsequently, we assessed pulmonary edema and alveolo-capillary permeability changes in mechanically-ventilated mouse strains. Wet-to-dry lung weight ratios indicated increased lung water content in wild-type and *mkk3* ^−/−^ mice, but not in *jnk1* ^−/−^ mice which were resistant to pulmonary edema formation (Figure 6B). Analysis of Evans Blue dye extravasation revealed increased microvascular permeability in both wild-type and *mkk3* ^−/−^ mice (Figure 6C). However no permeability changes were observed in *jnk1* ^−/−^ mice following 4 hours mechanical ventilation (Figure 6C). When total protein levels were assessed in the BALF at 8 hours we found that there was a modest increase in *jnk1* ^−/−^ mice as well (Table S1). These findings further support the observation that mice lacking JNK1 or MKK3 are less susceptible to ventilator-induced inflammation and cell death. Additionally, we found that *jnk1* ^−/−^ mice are also relatively resistant to pulmonary edema formation.

**Figure 6:**
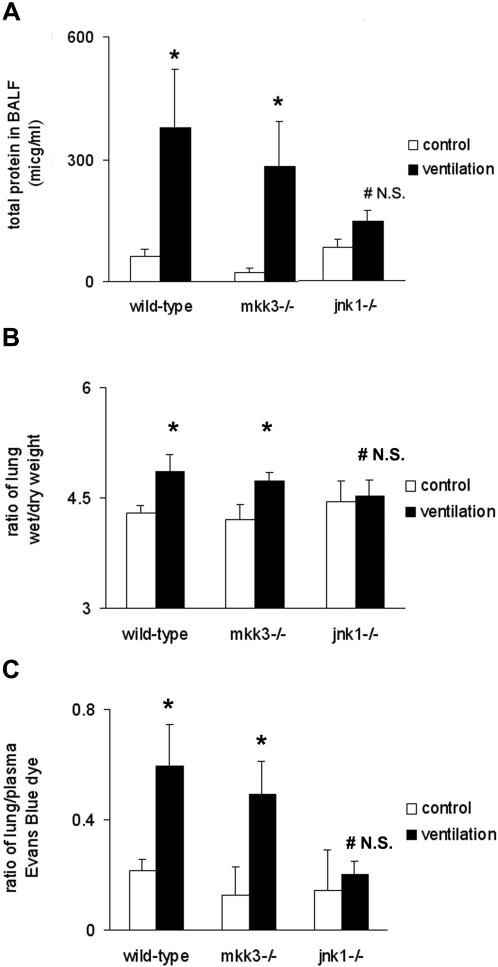
Alveolar protein content, lung microvascular permeability, and wet-to-dry weight ratio measurement in wild-type, *mkk3* ^−/− ^and *jnk1* ^−/−^ mice. (A) Total protein levels were significantly increased in wild-type and *mkk3* ^−/− ^mice following ventilation (20 ml/kg, 4 hours). No differences in total protein levels were observed in the *jnk1* ^−/− ^mice. (B) Wild-type and *mkk3* ^−/−^ mice responded to mechanical ventilation with pulmonary edema formation (20 ml/kg, 4 hours). Pulmonary edema formation was quantified by measuring the wet and desiccated dry weight of lung tissue. No significant lung water changes were detected in *jnk1* ^−/−^ mice. (C) Increased microvascular permeability was detected with Evans Blue (EB) dye extravasation method in wild-type and *mkk3* ^−/−^ mice following mechanical ventilation (20 ml/kg, 4 hours). Mice lacking *jnk1* gene did not show increased permeability following mechanical ventilation. Changes in permeability are expressed as a ratio of lung tissue/blood plasma to correct for differences in volumes of injected dye to the circulation.. *represents significant differences between control and ventilated animals. ^#^ N.S. = non-significant change between control and ventilated mice.

### Differential expression of genes in VILI

To assess possible differences in gene expression patterns following mechanical ventilation, we used gene expression analysis by microarray. 

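Lung RNA of 14 mice was measured on single-colour CodeLink UniSet mouse arrays, 1 array per animal. The arrays came from 3 wild-type controls, 4 wild-type mice ventilated at 10 ml/kg for 8 hours, 3 *jnk1*-/- controls and 4 *jnk1*-/- mice ventilated in the same way. The deposited file of each array holds log2 intensities of 19621 probes that had not been brought to a common scale, with array medians from 4.98 to 6.37. Of these probes, 15353 name 1 gene, 91 name several and 4177 name none, which gives 13923 distinct genes. The share of probes at the lowest value of all files was 10.7% and 6.98% on wild-type control replicates 2 and 3, and between 1.86% and 4.52% on the other arrays. The values were normalized by cyclic loess over all pairs of arrays, the normalization that the methods name, and values under the 1st percentile were set to that percentile, −0.63 on the log2 scale. Array medians then lay between 5.74 and 5.88, and the mean correlation of an array with the others of its group, across probes, was between 0.902 and 0.947. Wild-type control replicates 2 and 3 differed by an SD of 0.277, against 0.590 and 0.498 for their pairs with replicate 1. For *jnk1*-/- control replicates 1 and 2 the SD was 0.291, against 0.646 and 0.630 for their pairs with replicate 3. Why these pairs lie closer, and whether their arrays are fully independent, was not tested. The authors' own normalized values of the same arrays have 24.5% of their values at 1 floor, 3.12 on the log2 scale, so a gene at that floor in a group has only an upper bound there. Each comparison was a contrast in 1 limma fit of the 4 group means, with Benjamini-Hochberg adjustment over all probes, and the number of arrays limits the precision of every value. The probe of Mapk8, the gene that encodes JNK1, had a log2 intensity of 2.97 ± 0.34 (SD, n = 3) in wild-type controls and 1.61 ± 1.71 (SD, n = 3) in *jnk1*-/- controls. It had 3.61 ± 1.14 (SD, n = 4) in ventilated wild-type mice and 2.76 ± 1.10 (SD, n = 4) in ventilated *jnk1*-/- mice. The Mapk8 difference between the controls was −1.36 (standard error 0.88, adjusted p = 0.401 from limma), −0.41 and −2.07 without *jnk1*-/- control replicate 2 or 3, and −0.08 in the authors' normalized values. Mapk8 lay at the authors' floor on 3 of 3 *jnk1*-/- control arrays and 3 of 4 ventilated ones, and on 1 of 3 and 2 of 4 wild-type arrays, and the part of the gene that the probe reads is not given in the sources used here, so the probe checks the genotype little.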

Since *jnk1* ^−/− ^mice were the most resistant to VILI we also compared the gene expression profile of *jnk1* ^−/− ^mice to wild-type mice in the absence or presence of ventilation. To identify groups of genes which are significantly overrepresented in our dataset, we used Gene Ontology (GO) analysis (t-test p-value<0.05, TNoM score = 0 and fold-change of expression >1.5, see “Materials and Methods” for details). 

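In wild-type lungs, ventilation was followed by higher levels of some neutrophil, acute phase, cytokine, matrix and stress genes. Some B cell and antigen presentation genes had lower levels. With an estimated correlation in camera, the calls on all these lists were lost (adjusted p from 0.0997 to 0.125). Only the list of genes that glucocorticoids induce kept its call there. Il1r2, a decoy receptor for interleukin 1, rose by 6.31 on the log2 scale (standard error 0.59, adjusted p = 3.22e-04 from limma, n = 3 controls and 4 ventilated mice). Saa3, an acute phase protein, rose by 5.17 (standard error 0.60), and Cxcl2, a chemokine that attracts neutrophils, by 5.06 (standard error 0.69), with 2 of 3 control arrays at the authors' floor for Cxcl2. Of 20 measured neutrophil genes, 9 rose and none fell (11 rose when adjusted over the list alone), among them Trem1 (log2 fold change 4.98, with 3 of 3 control arrays at the authors' floor), Clec4d (3.33) and Itgam (1.54). Camera in limma gave this list an adjusted p = 4.88e-10, and an adjusted p = 0.0997 with an estimated correlation. Of 24 acute phase genes, 7 rose and none fell (8 rose when adjusted over the list alone), with an adjusted p = 4.72e-05 from camera and an adjusted p = 0.0997 with an estimated correlation. Serpina3n, a protease inhibitor of the acute phase, rose by 2.97 and Cd14, the lipopolysaccharide co-receptor, by 1.77. Of 30 genes of extracellular matrix and proteases, 7 rose and 1 fell (12 and 2 when adjusted over the list alone). For the matrix and protease list, camera in limma gave an adjusted p = 0.00353 and an adjusted p = 0.101 with an estimated correlation. Lox, which cross-links collagen, rose by 2.07 and Timp3 by 1.25, while Lum, a matrix proteoglycan, fell by 1.90. Of 20 inflammatory cytokines and chemokines, 5 rose and none fell (6 rose when adjusted over the list alone). The cytokine list had an adjusted p = 0.0257 from camera and an adjusted p = 0.125 with an estimated correlation. Of 22 genes of oxidative stress and metallothioneins, 8 rose and 1 fell (11 and 2 when adjusted over the list alone). For the oxidative stress list, camera in limma gave an adjusted p = 1.93e-05 and an adjusted p = 0.101 with an estimated correlation. Among them Mt2, a metallothionein, rose by 4.19 and Gclc, of glutathione synthesis, by 2.88, while catalase (Cat), named after its value was seen, fell by 0.78. Of 24 genes of amino acid and unfolded protein stress, 6 rose and none fell (12 rose when adjusted over the list alone). The amino acid stress list had an adjusted p = 3.07e-06 from camera and an adjusted p = 0.122 with an estimated correlation. Of 15 B cell genes, 4 fell and none rose (6 fell and 1 rose when adjusted over the list alone), among them Ms4a1 (log2 fold change −3.49) and Cd79b (−1.69). This list had an adjusted p = 6.36e-04 from camera and an adjusted p = 0.0997 with an estimated correlation. Of 17 genes of dendritic cells and MHC class II, 4 fell and none rose (8 fell when adjusted over the list alone), among them Ciita (−1.53), the regulator of MHC class II genes. For the MHC class II list, camera in limma gave an adjusted p = 5.37e-05 and an adjusted p = 0.101 with an estimated correlation. Of 14 measured genes that Figure 7A names, 12 rose (14 when adjusted over the list alone), but the study chose these genes on the same arrays, so this count is not independent evidence of their direction. Ccl20, a chemokine, had a log2 fold change of 6.10, Mrgpra2b 5.09, Sprr1a 4.78, Nutm1 4.69 and Nbea 4.66, each with all 3 wild-type control arrays at the authors' floor. In the authors' normalized values these changes were 3.22 for Ccl20, 4.38 for Mrgpra2b, 2.15 for Sprr1a, 2.55 for Nutm1 and 0.80 for Nbea, and those of Sprr1a, Nutm1 and Nbea did not pass there (adjusted p = 0.0886, 0.0965 and 0.355 from limma). Among the largest decreases, Lgals7 (−3.73), Matn4 (−3.63), Pmfbp1 (−3.53) and Smarce1 (−3.11) lay at the authors' floor on all 4 ventilated arrays, and none passed in the authors' normalized values (adjusted p = 0.128, 0.381, 0.353 and 0.353 from limma). Smarce1 has 3 probes and Nbea 2, and the values given are those of 1 probe each. Thrsp, of fatty acid synthesis, fell by 3.65 and Wnt2, a secreted signal of lung development, by 3.48, with 3 and 4 of 4 ventilated arrays at that floor. In all, 703 probes passed an adjusted p of 0.05 in limma, 456 higher and 247 lower, and the median log2 fold change over all probes was 0.11. With quantile normalization 607 probes were higher and 177 lower, and in the authors' normalized values 554 were higher and 584 lower. The count was 2 with the methods' t-test, and 286, 328, 355, 448, 342 and 466 without wild-type control replicate 2 or 3 or ventilated replicate 1, 2, 3 or 4. It was 415 in a fit of these 7 arrays alone, 299 with the replicate number as a block, 1121 with dim probes left out and 2259 with array weights.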

Wild-type mice responded to mechanical ventilation with the significant enrichment (p<0.05) of upregulated genes in extracellular matrix, stress-response and inflammation-related functional groups (Figure 7A). In order to assess how *jnk1* ^−/− ^mice differ from wild-type mice we analyzed gene expression patterns prior to and following mechanical ventilation. 

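Before ventilation, the genes that most exceeded their wild-type level in *jnk1*-/- lungs were those of skeletal muscle and of stratified squamous epithelium. Acta1, the actin of skeletal muscle, was higher by 7.94 on the log2 scale (standard error 0.58, adjusted p = 4.06e-05 from limma, n = 3 per genotype). For Acta1, 1 of 3 wild-type arrays lay at the authors' floor. Krt13, a keratin of squamous mucosa such as that of the esophagus, was higher by 8.77 (standard error 0.65, adjusted p = 4.06e-05), with 3 of 3 wild-type arrays at the authors' floor. Of 34 skeletal muscle genes, 17 were higher and none was lower (21 higher when adjusted over the list alone). The skeletal muscle list had an adjusted p = 2.11e-15 from camera and an adjusted p = 0.0105 with an estimated correlation. Examples are the myosin light chain Mylpf (log2 fold change 4.84), the troponin Tnni2 (3.67) and the calcium pump Atp2a1 (3.34). Of 40 genes of stratified squamous epithelium, 15 were higher and none was lower (21 higher when adjusted over the list alone). For the squamous list, camera in limma gave an adjusted p = 6.58e-13 and an adjusted p = 0.0105 with an estimated correlation. Sprr3 was higher by 7.06 and Sprr2a1 by 6.98, with 2 and 3 of 3 wild-type arrays at the authors' floor. Mt4 (7.21), Defb4 (6.69), Sprr1a (6.45) and Myh4 (6.28) were higher too, with 2, 3, 3 and 3 of 3 wild-type arrays at that floor. Cnfn, of the cornified envelope, was higher by 4.16, the keratin Krt4 by 3.24 and Rptn by 2.91. Of 18 cardiac muscle genes, 1 was higher and none lower (adjusted p = 0.800 from camera), and of 10 smooth muscle genes none was higher and 1 lower (adjusted p = 0.242). Of 12 cartilage genes and 4 thyroid genes none passed in either direction in limma, and of 6 thymus genes 1 was higher. Of 17 genes of dendritic cells and MHC class II, 5 were higher and none lower (7 and 2 when adjusted over the list alone), among them Cd74 (1.53) and H2-Eb1 (1.36). The MHC class II list had an adjusted p = 0.0390 from camera and an adjusted p = 0.542 with an estimated correlation. Of 8 platelet genes, Ppbp (log2 fold change −1.48) and Treml1 (−1.82) were lower and none was higher (5 lower when adjusted over the list alone). For the platelet list, camera in limma gave an adjusted p = 0.00113 and an adjusted p = 0.109 with an estimated correlation. The largest decreases in *jnk1*-/- lungs were those of Polr2k (−6.80), Ankrd33b (−6.33), Ttpal (−5.21) and Amacr (−4.66). Polr2k and Ankrd33b lay at the authors' floor on all 3 *jnk1*-/- control arrays and Amacr on 2. Between ventilated genotypes these genes were lower too, by −6.07, −6.33, −5.60 and −5.54 on the log2 scale. Probe sequences were not aligned, so whether the probes read both genotypes equally was not tested. Atp7a (−4.44), Norad (−4.36) and Lgals2 (−4.02) followed, at that floor on 3, 3 and 1 *jnk1*-/- control arrays. In the authors' normalized values Polr2k had −4.34, Ankrd33b −5.85, Ttpal −5.44 and Amacr −3.38. Atp7a had −2.99 there, Norad −2.21 and Lgals2 −3.75, so the order depends on the values used. Pou3f1 (−3.87), Klk6 (−3.84) and Obi1 (−3.81, for 1 of its 2 probes) lay at the authors' floor on 3 *jnk1*-/- control arrays each. They did not pass in the authors' normalized values (adjusted p = 0.130, 0.348 and 0.367 from limma). Of 11 measured genes that Figure 7B names, 9 were higher (9 higher and 1 lower when adjusted over the list alone), a list that the study chose on the same arrays and that is not independent evidence of its direction. In all, 783 probes passed an adjusted p of 0.05 in limma, 430 higher and 353 lower in *jnk1*-/- lungs, with a median log2 fold change of 0.13 over all probes. In the authors' normalized values 530 were higher and 653 lower. The count was 0 with the methods' t-test (2316 at an unadjusted p under 0.05), 122 in a fit of these 6 arrays alone, and 239, 282, 330, 351 and 413 without wild-type control replicate 2 or 3 or *jnk1*-/- control replicate 1, 2 or 3. With the replicate number as a block it was 375, and with array weights 2288. Without both wild-type control replicates 2 and 3, left out together after the data were seen, 204 probes passed, and 18 of the 32 skeletal muscle and squamous genes were still called, with 1 wild-type control array left and the spread taken from the other groups.

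**Figure D1:**
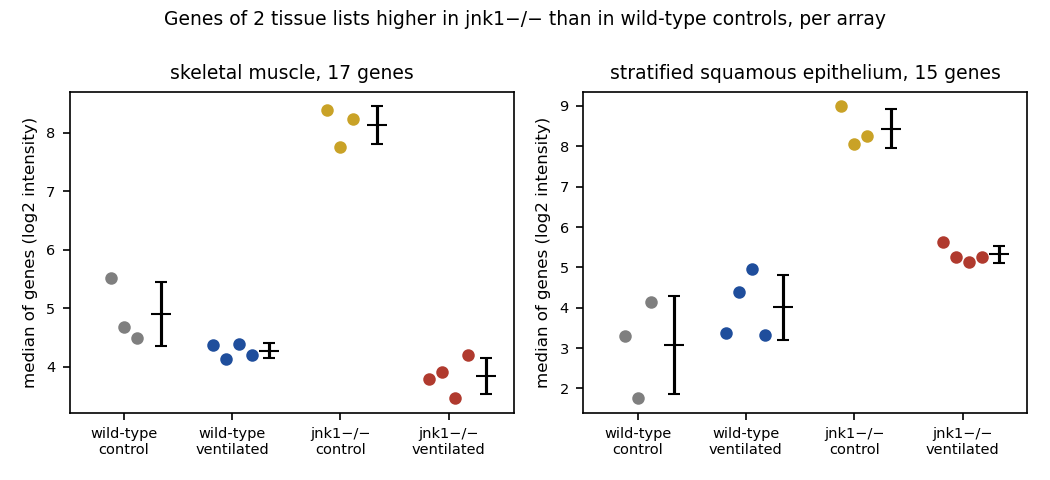
Median log2 intensity, per array, of the 17 skeletal muscle genes and the 15 stratified squamous epithelium genes that were higher in jnk1-/- controls, by group; points are single arrays and bars the mean ± SD (n = 3 controls and 4 ventilated mice per genotype). The 3 jnk1-/- controls lie between 7.76 and 8.39 for the skeletal muscle genes and between 8.06 and 9.00 for the squamous genes, above the 8 ventilated arrays; their distance from the wild-type controls follows from the choice of the genes.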

When control (wild-type and *jnk1* ^−/−^) mice were compared in the absence of ventilation, *jnk1* ^−/− ^mice showed the significant enrichment of upregulated genes in cytoskeleton, calcium ion binding and muscle contraction functional groups (Figure 7B). 

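In *jnk1*-/- lungs, ventilation was followed by a fall of many skeletal muscle and some squamous epithelium, B cell, T and NK cell and MHC class II genes. Some acute phase, heat shock and matrix genes rose. With an estimated correlation in camera, the skeletal muscle, squamous, B cell and matrix lists kept their calls. The T and NK cell, heat shock, MHC class II and acute phase lists lost theirs (adjusted p = 0.235, 0.235, 0.0817 and 0.0858). The myosin light chain Mylpf fell by 6.61 on the log2 scale (standard error 0.31, adjusted p = 1.52e-06 from limma, n = 3 controls and 4 ventilated mice), and Acta1 fell by 7.38 (standard error 0.54). For Acta1, 2 of 4 ventilated *jnk1*-/- arrays lay at the authors' floor, so its size depends on the floor. Of 34 skeletal muscle genes, 23 fell and none rose (24 fell when adjusted over the list alone), with an adjusted p = 3.40e-18 from camera and an adjusted p = 0.00563 with an estimated correlation. Of 40 squamous epithelium genes, 18 fell and 2 rose (18 and 3 when adjusted over the list alone), with an adjusted p = 1.17e-07 from camera and an adjusted p = 0.0322 with an estimated correlation. Of both lists, 32 genes were already higher in the same *jnk1*-/- control arrays than in wild-type controls. Of these, 29 were lower after ventilation, and none differed between the ventilated genotypes. Their fall thus cannot be told apart from an excess in these control arrays. Of 15 B cell genes, 8 fell and none rose (9 fell when adjusted over the list alone), among them Ighm, the heavy chain of IgM (log2 fold change −3.32), and Cd79a (−1.37). The B cell list had an adjusted p = 1.64e-04 from camera and an adjusted p = 0.0465 with an estimated correlation. Of 17 genes of dendritic cells and MHC class II, 8 fell and none rose (10 fell when adjusted over the list alone), among them H2-DMb1 (−1.86) and H2-Aa (−1.05). For the MHC class II list, camera in limma gave an adjusted p = 3.15e-05 and an adjusted p = 0.0817 with an estimated correlation. Of 27 T and NK cell genes, 6 fell and none rose (9 fell when adjusted over the list alone), among them Klrd1 (−2.57) and Cd2 (−1.62). The T and NK cell list had an adjusted p = 1.74e-04 from camera and an adjusted p = 0.235 with an estimated correlation. Of 24 acute phase genes, 9 rose and none fell (12 and 2 when adjusted over the list alone), among them Saa3 (4.06), Serpina3n (2.30) and the transcription factor Cebpd (1.71). For the acute phase list, camera in limma gave an adjusted p = 3.78e-04 and an adjusted p = 0.0858 with an estimated correlation. Of 11 heat shock genes, 7 rose and none fell (9 and 1 when adjusted over the list alone), among them Hspb8 (2.36) and Hspa8 (2.01). The heat shock list had an adjusted p = 3.15e-05 from camera and an adjusted p = 0.235 with an estimated correlation. Of 30 genes of extracellular matrix and proteases, 12 rose and 2 fell (13 and 2 when adjusted over the list alone), among them Mmp3 (2.72) and Lox (2.70). For the matrix and protease list, camera in limma gave an adjusted p = 3.15e-05 and an adjusted p = 0.0465 with an estimated correlation. Mrgpra2b rose by 4.39, Cdkn1a, an inhibitor of the cell cycle, by 4.02 and Mt2 by 3.71. Mt4, Defb4, Myh4 and Crct1, with log2 fold changes of −8.85, −8.08, −7.43 and −6.89, lay at the authors' floor on all 4 ventilated *jnk1*-/- arrays, so these sizes depend on the floor. Atp7a, a copper transporter, had a log2 fold change of 5.06, with all 3 *jnk1*-/- control arrays at the authors' floor. For 1 of its 2 probes, Elk4, a transcription factor, had 3.98 with the same 3 arrays at that floor (adjusted p = 0.112 from limma in the authors' normalized values). 3110001I22Rik rose by 3.64, with 1 of these arrays at that floor. Tnnc2 fell by 8.17, Sprr3 by 6.68, Krt13 by 6.39 and Lgals7 by 6.17, with 3, 3, 1 and 4 of 4 ventilated arrays at that floor. Of 9 measured genes that Figure 7C names, 6 fell and 2 rose (7 and 2 when adjusted over the list alone), a list that the study chose on the same arrays and that is not independent evidence of its direction. In all, 2379 probes passed an adjusted p of 0.05 in limma, 1387 higher and 992 lower. The count was 85 with the methods' t-test, 716 in a fit of these 7 arrays alone, 1293 with the replicate number as a block and 3755 with array weights. It was 1341, 1407 and 1534 without *jnk1*-/- control replicate 1 or 2 or ventilated replicate 4.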

Mechanical ventilation in *jnk1* ^−/−^ mice resulted in the significant enrichment of downregulated genes in immune system function, biopolymer metabolism and muscle contraction functional groups and the significant enrichment of upregulated genes in the acute phase response functional group (Figure 7C). These results strengthen our findings that *jnk1* ^−/−^ mice respond to lung injury with an altered inflammatory response. 

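The difference of the ventilation effect between the genotypes was tested directly, as the change in *jnk1*-/- lungs minus that in wild-type lungs. It passed for 78 probes at an adjusted p of 0.05 in limma, 37 higher and 41 lower, with a median of −0.13 over all probes. Of 100 splits of the arrays, 7 gave as many, the real one included. Whether the others among the 7 keep the real control groups was not tested, so they do not decide on chance for this count. Of 34 skeletal muscle genes 10 were lower and none higher (18 lower when adjusted over the list alone), with a median of −2.57, an adjusted p = 2.43e-16 from camera and an adjusted p = 0.00847 with an estimated correlation. Of 40 squamous epithelium genes 7 were lower and none higher (16 lower when adjusted over the list alone), with a median of −1.57, an adjusted p = 2.03e-13 from camera and an adjusted p = 0.00847 with an estimated correlation. Of both lists, 32 genes were higher in *jnk1*-/- controls, by a median of 4.16, against −0.06 after ventilation. Their median ventilation change was 0.30 in wild-type and −3.65 in *jnk1*-/- lungs. For these genes the difference thus largely restates the excess in the same *jnk1*-/- control arrays. Of 20 inflammatory cytokines and chemokines 1 was lower, Ccl20 (−7.95, standard error 1.25, adjusted p = 0.0238), with all 3 wild-type control arrays at the authors' floor and an adjusted p = 0.0751 in the authors' normalized values. The cytokine list had an adjusted p = 0.345 from camera. None of 20 neutrophil, 24 acute phase and 30 extracellular matrix genes passed in limma, and these lists had an adjusted p = 0.103, 0.825 and 0.103 from camera. Cxcl2 had a difference of −2.96 (standard error 0.98, adjusted p = 0.232), Saa3 −1.11 (standard error 0.85, adjusted p = 0.598) and S100a8 0.77 (standard error 0.66, adjusted p = 0.639). None of 11 heat shock genes passed, and the list was higher with an adjusted p = 0.0432 from camera and an adjusted p = 0.663 with an estimated correlation. In the authors' normalized values 112 probes were higher and 95 lower, with dim probes left out 75 and 61, with array weights 153 and 165, with the replicate number as a block 1 and 17, and with quantile normalization 30 and 50. The count was 244, 28, 44, 31, 44, 47, 39, 40, 22, 23, 33 and 129 without wild-type control replicate 1, 2 or 3, wild-type ventilated replicate 1, 2, 3 or 4, *jnk1*-/- control replicate 1, 2 or 3, or *jnk1*-/- ventilated replicate 2 or 3. The paper takes the groups enriched in the comparisons of Figure 7 as added support for its earlier findings of an altered inflammatory response in *jnk1*-/- mice.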

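The thresholds of a fold change over 2, no overlap between the arrays of both groups and an adjusted p of 0.05, with limma in place of the methods' t-test, were met by 553 probes in wild-type lungs, 369 higher and 184 lower after ventilation. They were met by 1500 probes in *jnk1*-/- lungs, 871 higher and 629 lower. In both genotypes 253 probes met them, 157 higher in both and 95 lower in both, and in either genotype 1800 did. Il1r2 met them in both genotypes, and rose by 5.24 on the log2 scale in *jnk1*-/- lungs (standard error 0.59, adjusted p = 4.24e-04 from limma). Slfn4 rose by 3.83 in *jnk1*-/- lungs, where 3 of 3 control arrays lay at the authors' floor. Misp3 fell by 3.13 and Car3, an enzyme abundant in adipose tissue, by 3.35 in wild-type lungs, while Ackr4, a scavenging chemokine receptor, had a log2 fold change of −3.87 with all 4 ventilated arrays at the authors' floor. Of the 1547 probes that met the thresholds in 1 genotype, 73 also passed the test of the difference between genotypes at an adjusted p of 0.05 in limma. Klhl21 and Pkp2 were among the 5 named genes with the largest positive differences of the ventilation effect, 2.84 and 2.95, and both probes lay above the authors' floor on all arrays, but a second probe of each gene had no difference that passed (−1.29 for Klhl21 and 0.46 for Pkp2, adjusted p = 0.553 and 0.431). Of the 1800 probes, 1505 had log2 fold changes of the same sign in both genotypes, most of them past the thresholds in 1 genotype only. Of 100 genes listed in the text of Table S3 used here, 98 were matched to a probe by both of their ratios in the authors' normalized values, within a tolerance of 0.0051. Of these 91 met the thresholds, and the study chose them on the same arrays. Ratios from the normalization used here could lie further off. In wild-type lungs they were 39.4 for Mmp8 and 9.40 for Fosl1, against 40.06 and 4.62 in Table S3. With the methods' t-test 73 probes met the thresholds in either genotype and 0 in both, and in fits of the compared arrays alone 952 and 126. The count in both genotypes was 163 and 168 without wild-type control replicate 2 or 3, 152 with the replicate number as a block and 381 with array weights.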

Using more stringent statistical criteria (t-tests p-value<0.05 with FDR correction, TNoM score = 0 and fold-change of expression >2, see “Materials and Methods” for details) we identified 103 genes whose expression significantly changed following ventilation in wild-type and/or in *jnk1* ^−/− ^mice. Expression of these genes is shown in a color-coded heatmap format in Figure 8A. Gene names with expression values are included in the online data supplement (Table S3). We confirmed the expression results of four differentially expressed genes (Figure 8B). Growth arrest and DNA-damage-inducible protein-45alpha (*gadd45α*), WNT1 inducible signaling pathway protein 2 (*wisp2*), activating transcription factor 4 (*atf4*) and matrix metalloproteinase-8 (*mmp8*) microarray expression findings corresponded with TaqMan RT-PCR results (Figure 8B).

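All 4 genes were measured by 1 probe each, above the authors' floor on every array. Gadd45a, a gene induced by DNA damage and stress, rose 2.11-fold with ventilation in wild-type lungs (95% confidence interval 1.46 to 3.04, adjusted p = 0.0328 from limma) and 4.26-fold in *jnk1*-/- lungs (2.95 to 6.13, adjusted p = 4.62e-04). Ccn5, the current symbol of *wisp2*, fell to a ratio of 0.165 in wild-type lungs (0.0951 to 0.285, adjusted p = 0.00347) and of 0.355 in *jnk1*-/- lungs (0.205 to 0.614, adjusted p = 0.0212). Atf4, a transcription factor of the amino acid and unfolded protein stress response, rose 3.34-fold in *jnk1*-/- lungs (2.46 to 4.55, adjusted p = 4.74e-04). Mmp8, the collagenase of neutrophils, rose 39.4-fold in wild-type lungs (24.1 to 64.5, adjusted p = 3.46e-05) and 44.4-fold in *jnk1*-/- lungs (27.1 to 72.7, adjusted p = 7.99e-06). For each of these changes, every ventilated array lay beyond every control array. The two-sided exact permutation test gave p = 0.0286 for Gadd45a, Atf4 and Mmp8 in both genotypes and for Ccn5 in wild-type lungs, the smallest p that 3 arrays against 4 allow, and p = 0.0571 for Ccn5 in *jnk1*-/- lungs. With the methods' t-test Gadd45a no longer passed in wild-type and *jnk1*-/- lungs (adjusted p = 0.0577 and 0.0735), nor did Ccn5 (adjusted p = 0.0577 and 0.208) or Mmp8 in wild-type lungs. On the authors' normalized values, chosen after the data were seen, that test lost only Gadd45a and Ccn5 in *jnk1*-/- lungs (adjusted p = 0.0756 and 0.224). The change of Gadd45a in wild-type lungs was also lost with the replicate number as a block (adjusted p = 0.104) and without any 1 of its 7 arrays, over which its adjusted p lay between 0.0586 and 0.102. The change of Ccn5 in *jnk1*-/- lungs was also lost in a fit of these 7 arrays alone (0.112), with the replicate number as a block (0.0569) and without control replicate 1 or 2 or ventilated replicate 2 or 4 (0.0804, 0.0535, 0.0531 and 0.0517).

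**Figure D2:**
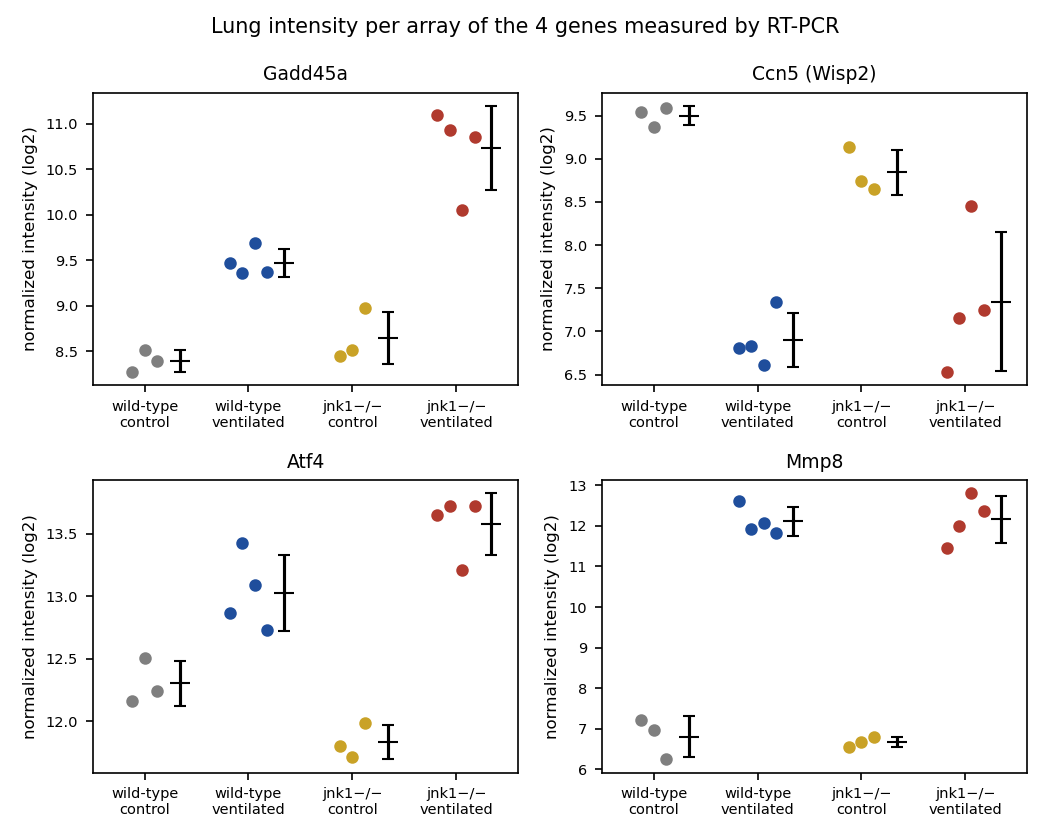
Normalized log2 intensity of Gadd45a, Ccn5 (wisp2), Atf4 and Mmp8 on each array, by group, with 1 panel per gene; points are single arrays and bars the mean ± SD (n = 3 controls and 4 ventilated mice per genotype). Mmp8 lies at a mean of 6.81 and 6.68 in wild-type and jnk1-/- controls and at 12.11 and 12.16 in ventilated mice.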

**Figure 7:**
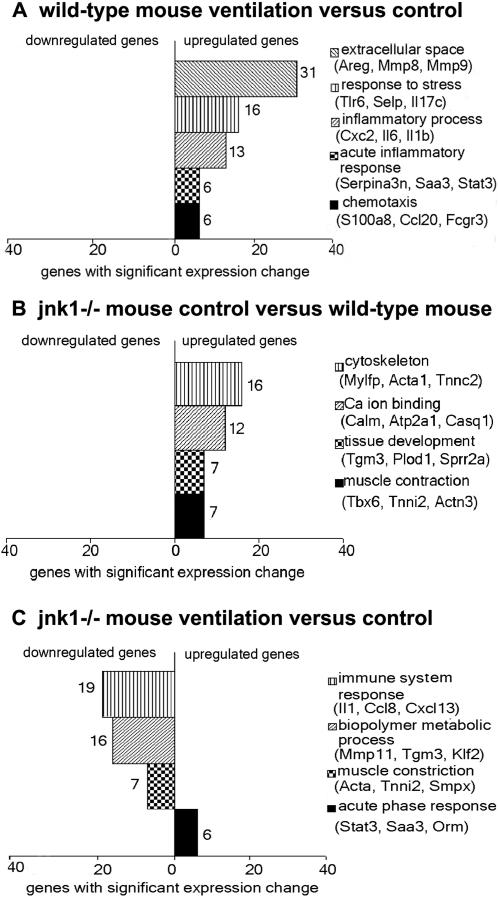
Gene Ontology analysis. Gene expression ratios were analyzed under the following conditions: (A) wild-type mouse ventilation versus control (total genes: 335), (B) *jnk1^−/−^* mouse control versus wild-type mouse control (total genes: 314), and (C) *jnk1* ^−/− ^mouse ventilation versus control (total genes: 686). Values represent gene numbers enriched in a functional annotation. Functional groups of upregulated genes are shown on the right side of the panel and groups of downregulated genes are shown on the left side of the panel. Gene symbols and names: amphiregulin (Areg), matrix metalloproteinase-8 and 9 (Mmp8, Mmp9), toll-like receptor 6 (Tlr6), p-selectin (Selp), interleukin 17C (Il17c), chemokine ligand 2 (Cxcl2), interleukin 6 and 1b (Il6, Il1b), serine protease 3 (serpina3), serum amyloid A3 (Saa3), signal transducer and activator of transcription 3 (Stat3), calgranulin A (S100a8), chemokine ligand 20 (Ccl20), IgG Fc receptor (Fcgr3), myosin-light chain (Myflp), alpha1 actin (Acta1), troponin C2 (Tnnc2), calmodulin (Calm), atpase 2A1 (Atp2a1), calsequestrin 1 (Casq1), transglutaminase 3 (Tgm3), lysine hydroxylase 1 (Plod1), small proline-rich protein 2A (Sprr2a), t-box 6 (Tbx6), troponin I2 (Tnni2), alpha3 actinin (Actn3), interleukin 1 (Il1), monocyte chemotactic protein 2 (Ccl8), chemokine receptor 13 (Cxcl13), eg. matrix metalloproteinase 11 (Mmp11), kruppel-like factor 2 (Klf2),alpha actin (Acta), troponin I2 (Tnni2), small muscle protein (Smpx), orosomucoid (Orm).

**Figure 8:**
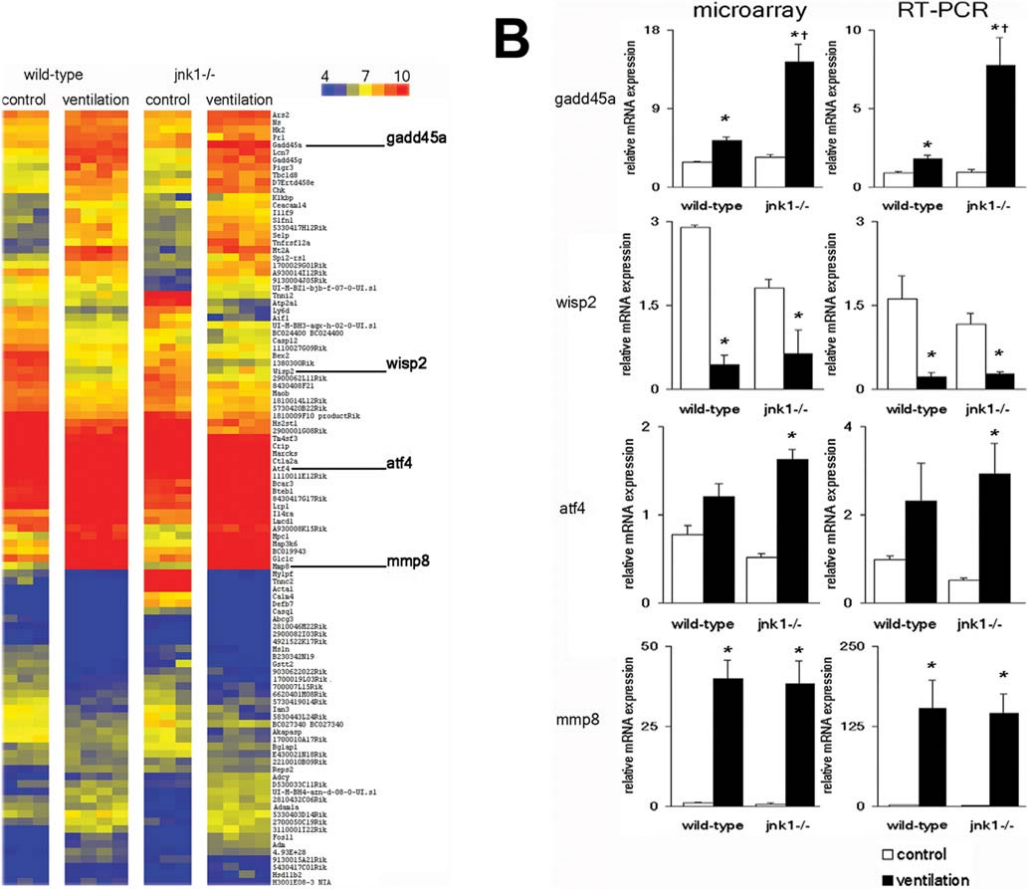
Differential gene expression change following mechanical ventilation in wild-type and *jnk1^−/−^* mice. (A) The pattern of 103 differentially expressed genes is displayed. The gene expression profile of controls and animals subjected to mechanical ventilation (10 ml/kg, 8 hours) is compared. Confirmed genes: growth arrest and DNA-damage-inducible protein-45alpha (*gadd45α*), WNT1 inducible signaling pathway protein 2 (*wisp2*), activating transcription factor 4 (*atf4*) and *mmp8* are highlighted. red = upregulation, blue = downregulaton, yellow = null expression. Big columns represent wild-type control, wild-type ventilated, *jnk1^−/−^* control and *jnk1^−/−^* ventilated mice. Small columns show the gene expression profile of one animal. Each row represents one gene. Gene symbols are shown on right side of the panel. For complete gene names please refer to Table S3. (B) Microarray and confirmatory TaqMan RT-PCR expression profile of *gadd45α*, *wisp2*, *atf4* and *mmp8* genes. The increased expression *gadd45α* following ventilation was identified by microarray and verified with RT-PCR. *Jnk1* ^−/−^ mice had a higher expression of *gadd45α* after ventilation than wild-type mice. *Wisp2* expression was decreased in both wild-type and *jnk1* ^−/− ^mice following mechanical ventilation. RT-PCR confirmed the microarray findings. Microarray results showed that *atf4* gene was regulated only in *jnk1* ^−/− ^mice and RT-PCR verified this finding. *Mmp8* showed increased expression with ventilation on microarray and with RT-PCR verification, which was similar in both wild-type and *jnk1* ^−/− ^mice. *represents significant differences between control and ventilated animals, †represents significant difference between wild-type ventilated and *jnk1^−/−^* ventilated mice.

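On the arrays, Atf4 had a log2 intensity of 12.30 ± 0.18 (SD, n = 3) in wild-type controls and 13.02 ± 0.30 (SD, n = 4) in ventilated wild-type mice, a log2 fold change of 0.72 (standard error 0.20, adjusted p = 0.0728 from limma). It had 11.83 ± 0.14 (SD, n = 3) in *jnk1*-/- controls and 13.57 ± 0.25 (SD, n = 4) in ventilated *jnk1*-/- mice, a log2 fold change of 1.74 (standard error 0.20). The difference of the ventilation effect of Atf4 between the genotypes was 1.02 (standard error 0.29, adjusted p = 0.174 from limma). Atf4 did not pass between the genotypes before ventilation, with −0.47 (adjusted p = 0.244), or after it, with 0.55 (adjusted p = 0.288), but with each array centred on its median the difference before ventilation was −0.92 and passed (adjusted p = 0.0400). In the authors' normalized values the wild-type change of Atf4 was 0.64 and passed the threshold (adjusted p = 0.0446 from limma), as it did with dim probes left out (adjusted p = 0.0452) and with array weights (adjusted p = 0.0265). Of the genes that ATF4 and the unfolded protein response induce, Asns rose by 1.79 and 1.82 and Ddit4 by 1.83 and 1.54 in wild-type and *jnk1*-/- lungs. Of 24 genes of that list, 10 rose and none fell in *jnk1*-/- lungs (13 rose when adjusted over the list alone), with an adjusted p = 1.32e-07 from camera and an adjusted p = 0.0858 with an estimated correlation. None passed the test of the difference between genotypes in limma, and the list had an adjusted p = 0.312 there from camera.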

We chose to further validate the expression of *gadd45α* and *mmp8*. 

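On the linear scale, the mean normalized intensity of Mmp8 was 117 ± 36.8 (SD, n = 3) in wild-type controls and 4528 ± 1210 (SD, n = 4) in ventilated wild-type lungs. It was 103 ± 9.06 (SD, n = 3) in *jnk1*-/- controls and 4836 ± 1841 (SD, n = 4) in ventilated *jnk1*-/- lungs. Among probes of named genes past an adjusted p of 0.05 in limma with no overlap between the arrays, Mmp8 had the largest increase in *jnk1*-/- lungs. Between ventilated *jnk1*-/- and ventilated wild-type lungs Mmp8 differed by 0.05 on the log2 scale (95% confidence interval −0.61 to 0.71, adjusted p = 0.979 from limma, n = 4 per genotype). The difference of its ventilation effect between the genotypes was 0.17 (standard error 0.46, adjusted p = 0.895). Timp1, an inhibitor of MMP8 and other matrix metalloproteinases, rose by 1.48 (standard error 0.36, adjusted p = 0.0439) in wild-type and by 2.04 (standard error 0.36, adjusted p = 0.00426) in *jnk1*-/- lungs. With the methods' t-test on the values normalized here, the wild-type change of Mmp8 had an adjusted p = 0.0617. It was not among the calls lost with that test on the authors' normalized values, a setting chosen after the data were seen.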

The *mmp8* gene was chosen because of its remarkable increase in expression following mechanical ventilation (Figure 8B). *Gadd45α* expression was increased following mechanical ventilation, and this increase was significantly higher in *jnk1^−/−^* mice when compared to wild-type mice (Figure 8B). 

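After ventilation, Gadd45a was higher by 1.26 on the log2 scale in *jnk1*-/- lungs than in wild-type lungs (standard error 0.22, adjusted p = 0.0259 from limma, n = 4 per genotype). Every ventilated *jnk1*-/- array lay above every ventilated wild-type array (two-sided exact permutation test, p = 0.0286, the smallest p that 4 arrays against 4 allow). Before ventilation the difference of Gadd45a was 0.25 (standard error 0.26, adjusted p = 0.615). The difference of its ventilation effect between the genotypes was 1.01 (standard error 0.34, adjusted p = 0.241). Gadd45b, a paralog that is also induced by stress, had log2 fold changes of 0.01 (standard error 0.30) in wild-type and 1.26 (standard error 0.30, adjusted p = 0.0182) in *jnk1*-/- lungs, with a difference of 1.24 (adjusted p = 0.239). Gadd45g, the third paralog, rose by 2.20 (standard error 0.28, adjusted p = 0.00219) and 1.97 (standard error 0.28, adjusted p = 0.00141), with a difference of −0.23 (adjusted p = 0.821). The higher Gadd45a after ventilation no longer passed in a fit of these 8 arrays alone (adjusted p = 0.117), with the replicate number as a block (adjusted p = 0.128) or with the methods' t-test (adjusted p = 0.403). Nor did it pass without wild-type ventilated replicate 1, 2, 3 or 4 (adjusted p = 0.0866, 0.0705, 0.0541 and 0.0933) or *jnk1*-/- ventilated replicate 1, 2 or 4 (adjusted p = 0.0818, 0.0864 and 0.0901).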

Co-immunostaining was performed for GADD45α and MMP8 proteins in lung tissue from wild-type mice (Figure 9, A and B). Increased GADD45α staining was evident in ventilated wild-type mice relative to non-ventilated controls. Multiple cell types expressed GADD45α protein, which localized primarily in the cytoplasm. MMP8 expression was also increased following ventilation but it was restricted to certain cell types, presumably mononuclear cells, and localized primarily in the cell membrane (Figure 9, A and B). Immunoblot analysis showed increased protein expression of MMP8 (Figure 10A) and GADD45α (Figure 10B) following mechanical ventilation.

**Figure 9:**
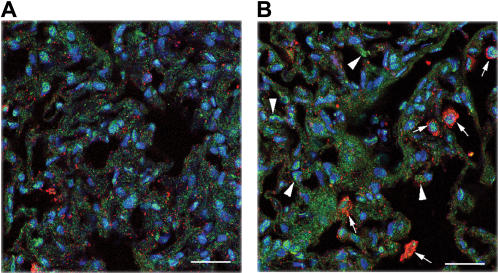
Immunohistochemistry dual staining for GADD45α and MMP8. Wild-type animals were stained for GADD45α and MMP8 prior to (A) and following mechanical ventilation (10 ml/kg, 8 hours), (B). Both gene products showed increased expression following ventilation. The staining pattern suggests cytosolic staining in multiple cell types for GADD45α and staining for MMP8 restricted to inflammatory cells at the cell membrane. Large arrowheads indicate GADD45α staining cells. Small arrows indicate MMP8 staining cells. Green stain = GADD45α, red stain = MMP8, blue stain = counter nuclear staining. 40-fold magnification, scale bar = 50 micrometer.

**Figure 10:**
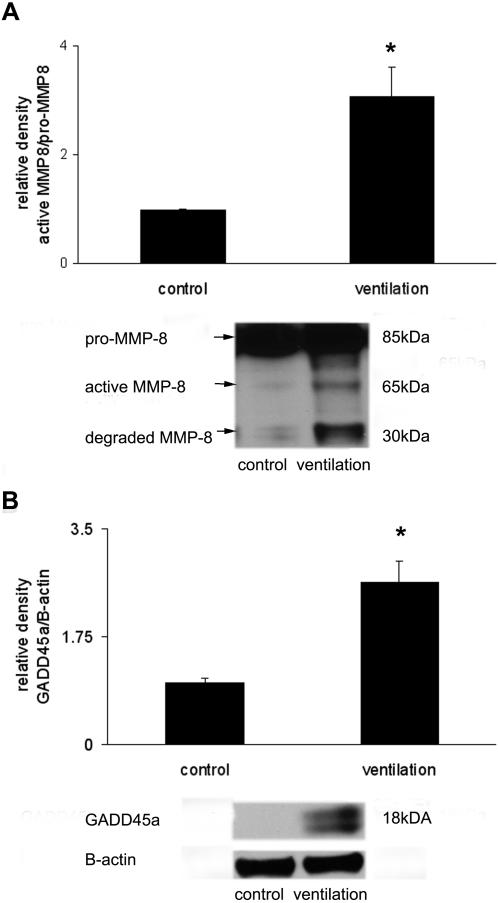
Mechanical ventilation induces MMP8 and GADD45α expression in mice. (A) Quantified MMP8 activation data, expressed as active/pro-MMP8 following mechanical ventilation (10 ml/kg, 8 hours). Arrows point at different forms of MMP8. (B) Increased GADD45α expression was also detected after 8 hours ventilation and expressed as GADD45α/loading control β-actin. Representative blots are shown. *represents significant differences between ventilation and control animals.

### MMP8 regulates microvascular permeability in lung injury

To assess the physiological relevance of MMP8 in VILI, *mmp8* gene deleted mice (*mmp8* ^−/−^) were ventilated and their lung injury parameters were compared to wild-type mice. The *mmp8* ^−/− ^mice displayed increased total protein levels in the BALF following ventilation, relative to wild-type mice (Figure 11A). Increased Evans Blue dye extravasation was also detected in *mmp8* ^−/− ^mice when compared to wild-type mice (Figure 11B), whereas no differences in lung edema formation were observed (*data not shown*). However differences in total and differential cell count in the BALF were not detected between the two strains (Figure 11C and D).

**Figure 11:**
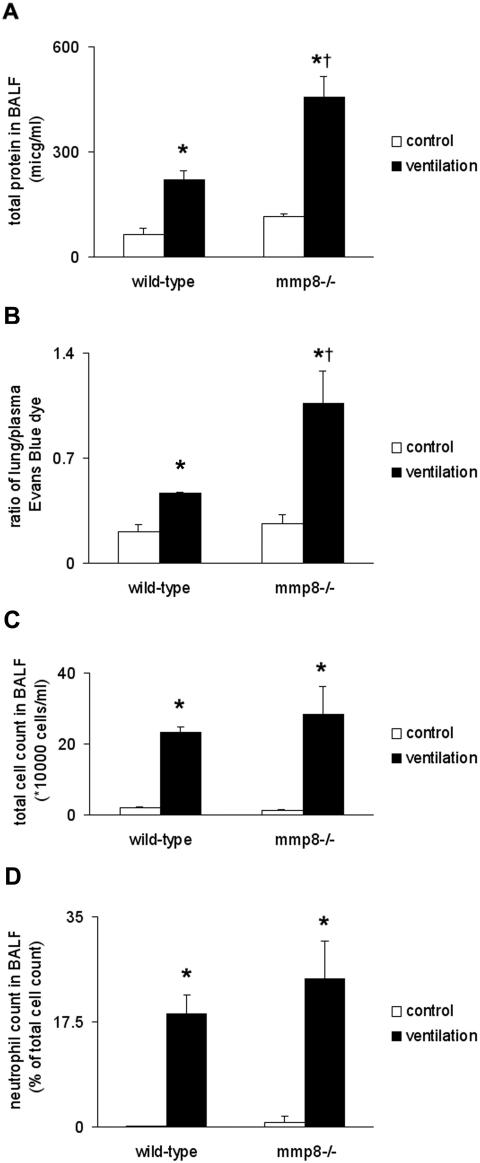
Indirect lung injury indices of mice deficient in *mmp8.* (A) Total protein levels were significantly higher in *mmp8* ^−/−^ mice than in wild-type mice following mechanical ventilation (10 ml/kg, 8 hours). (B) Microvascular permeability, assessed with EB dye extravasation was significantly higher in *mmp8* ^−/−^ mice than in wild-type mice following mechanical ventilation. (C) Total cell counts were not modified by MMP8. (D) MMP8 did not affect neutrophil recruitment to the lung at 8 hours. *represents significant differences between control and ventilated animals, † represents significant differences between wild-type and *mmp8* ^−/−^ mice.

## Discussion

### The role of mitogen-activated protein kinases in ventilator-induced lung injury

Although the pathology of VILI has attracted intensive clinical and experimental investigation, at present, the mechanisms of injury remain only partially explored [29]. MAPK are involved in transmitting various extracellular signals from the cell surface to the nuclei but have only recently been suggested as mediators of VILI [30]. Uhlig *et al.* described the increased activation of JNK, p38 and ERK MAPK following *in vivo* mechanical ventilation of rats for 1 hour. JNK and ERK1/2 activation were significantly larger when high-pressure ventilation (equal to 48 ml/kg tidal volume in their model) was used instead of low pressures (equal to 18 ml/kg tidal volume). p38 MAPK activation increased approximately 2 fold following 1-hour high pressure mechanical ventilation [30]. Increased activation of ERK1/2, JNK and p38 MAPK were also described by Li *et al.* in a mouse model of VILI [31]. In our setting we also detected increased JNK and p38 MAPK activation following mechanical ventilation. We were interested to explore how mice respond to mechanical ventilation in the absence of major MAPK signaling pathways. *Mkk3* ^−/−^ and *jnk1* ^−/−^ mice that were subjected to the same ventilation regimen as their wild-type counterparts were more resistant to VILI. Li *et al.* also reported altered neutrophil sequestration in the lung tissue when *jnk1* ^−/−^ and *jnk2* ^−/−^ mice were ventilated with high tidal volume (30 ml/kg) for 5 hours [31]. It is important to point out that in our model significant neutrophil influx was only detected after 8 hours, which may be a result of the lower tidal volumes used in this study. In addition to inflammation, we observed increased alveolar protein accumulation, lung microvascular permeability and pulmonary edema formation in our model of VILI that suggests increased alveolo-capillary barrier permeability. Double-isotope imaging studies of ventilated rats performed by de Prost *et al.* showed that mechanical ventilation with pressures greater than 20 cmH_2_O, (corresponding to 13.7±4.69 ml/kg tidal volume in their setting) results in permeability changes in both alveolar and capillary membranes [32]. In our model, pulmonary edema formation preceded neutrophil granulocyte infiltration to lung parenchyma during mechanical ventilation, suggesting that permeability changes can also take place without significant inflammation. Previously Quinn *et al.* reported similar findings in a rat model of VILI [33]. We observed only moderate blood pressure drop in our animals following 7 hours of mechanical ventilation and therefore cardiogenic edema formation is unlikely to be the reason for the early increase in lung water content. Our results show that mechanical ventilation resulted in increased alveolo-capillary permeability and subsequent pulmonary edema formation in *mkk3^−/−^* mice, whereas *jnk1^−/−^* mice were relatively resistant to alveolar fluid accumulation when compared to wild-type mice. Petrache *et al.* demonstrated that cultured human pulmonary endothelial cells respond to TNF-α stimulation with microtubule destabilization and subsequent barrier dysfunction [34]. The lack of TNF-α response could, at least partially, account for delayed increase in lavage protein levels in *jnk1^−/−^* mice. Another possible explanation for relative resistance to alveolar protein-rich fluid accumulation is reduced epithelial apoptosis in *jnk1^−/−^* mice. Increased apoptosis was described in animal models of VILI [35] and in human ARDS [36]. Multiple cell types were shown to undergo apoptosis in response to acute lung injury including alveolar epithelial cells, endothelial cells and polymorphonuclear granulocytes [37]–[39]. In our model TUNEL staining displayed an epithelial localization. Given the moderate tidal volume mechanical ventilation we argue that the observed cell death is not severe and it is due to apoptosis rather than epithelial cell necrosis. JNK MAPK pathways are involved in pro-apoptotic signaling and p38 MAPK isotypes can be pro- or anti-apoptotic [40], [41]. A reduced cell death response was observed in both *mkk3* ^−/−^ and *jnk*1^−/−^ mice, but the reason why only *jnk1^−/−^* mice showed reduced alveolo-capillary permeability remains to be investigated. Recently Li et *al.* also showed decreased edema formation and apoptosis in ventilated *jnk1^−/−^* mice when compared to their wild-type counterparts [42].

In our model both high and moderate tidal volume ventilation strategies with low PEEP resulted in lung injury. Previously Tremblay et *al.* [17] and Belperio et *al.* [15] showed that moderate tidal volume ventilation with low PEEP increases proinflammatory cytokine and neutrophil sequestration in rodent lungs. Our results show that extended moderate tidal volume ventilation with low PEEP can induce injury comparable to higher tidal volumes.

### Mechanisms of ventilator-induced lung injury

A further aim of our experiments was to assess mechanisms of VILI. 

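In wild-type lungs, Il6, an inflammatory cytokine, rose by 3.28 on the log2 scale with ventilation (standard error 0.66, adjusted p = 0.0210 from limma, n = 3 controls and 4 ventilated mice), with 1 control array at the authors' floor. Il1b, another inflammatory cytokine, had a log2 fold change of 1.59 (standard error 0.44, adjusted p = 0.0672), with every ventilated array above every control array. Selp, an adhesion molecule of activated endothelium and platelets, rose by 2.21 (standard error 0.22, adjusted p = 4.50e-04), and Tlr6, a receptor for bacterial lipopeptides, by 2.08 (standard error 0.52, adjusted p = 0.0497), with 1 control array at the authors' floor. Mmp9, a gelatinase, rose by 3.50 (standard error 0.87, adjusted p = 0.0495), with 2 of 3 control arrays at the authors' floor, and Il17c by 1.74 (standard error 0.43, adjusted p = 0.0495). S100a8, a calcium-binding protein of neutrophils, rose by 2.43 and Fcgr3, an IgG receptor, by 1.96. The difference of the ventilation effect between *jnk1*-/- and wild-type lungs was −0.36 for Il6 (adjusted p = 0.892), 0.31 for Il1b (0.853), −0.49 for Tlr6 (0.799), 0.23 for Selp (0.778) and −2.68 for Mmp9 (0.380). Areg was not among the genes that the probe table names, and gets no value here.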

Expression changes of inflammation (eg., Il6, Il1b), stress response (eg., Tlr6, Selp) and extracellular matrix-related genes (eg., Areg, Mmp9) dominated in wild-type mice following 8 hours ventilation (Figure 7A). Similar gene expression patterns have been previously described by our laboratory and others [5], [13], [43], and may have a central role in pathogenesis of VILI [15], [44], [45]. In this study we identified MMP8 (neutrophil collagenase), an extracellular matrix-related protein, previously unknown to be involved in VILI. Winkler *et al.* found elevated MMP8 levels in endotracheal aspirate of children with respiratory distress [46]. Owen *et al.* described that the membrane-bound form of this enzyme regulates neutrophil migration in lung tissue [47]. In their model, *mmp8^−/−^* mice displayed increased inflammation 24 hours following LPS injection. Tester *et al.* have recently shown that *mmp8^−/−^* mice have an impaired initial response to LPS challenge, but once neutrophil infiltration takes place in the lung, the effect is sustained [20]. We observed increased MMP8 gene and protein expression following mechanical ventilation in wild-type mice. MMP8 was localized primarily on the cell surface of mononuclear cells as previously suggested [20]. *Mmp8^−/−^* mice responded to lung injury with increased microvascular permeability and alveolar protein accumulation relative to wild-type mice suggesting increased alveolo-capillary permeability to protein. However differences in neutrophil infiltration and pulmonary edema were not seen (Figure 11). In a model of wound healing Gutiérrez-Fernández *et al.* found that *mmp8^−/−^*mice have delayed neutrophil granulocyte apoptosis [48]. They speculated that extended neutrophil presence enhances local damage. In our context the delayed presence of inflammatory cells could lead to alveolar injury and subsequent permeability changes. In the same model the authors describe that MMP8 forms complexes with MMP9. In the absence of MMP8, increased MMP9 production was detected. Elevated MMP9 levels lead to increased vascular permeability in a model of hyperoxia and endotoxin-induced lung injury [49]. The effect of increased MMP8 expression in our model is detailed in Figure 12. This new observation sheds light on a previously unknown mechanism in VILI, which warrants further investigation.

**Figure 12:**
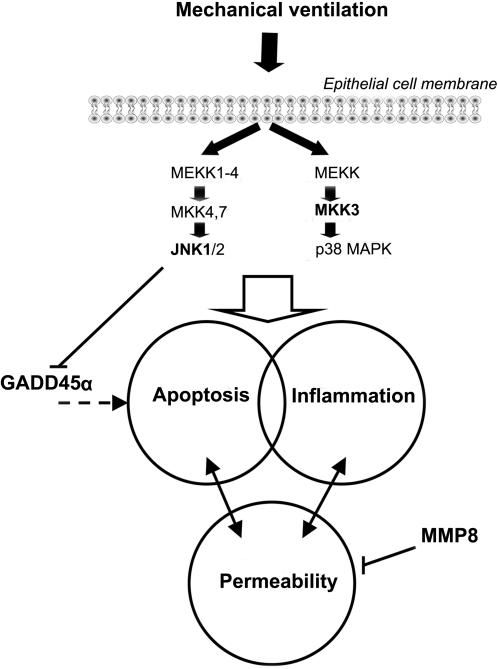
Theoretical interactions of MAPK, GADD45α and MMP8 in alveolar epithelial cells. The p38 and JNK MAPKs transmit injury signals from the cell surface to the nucleus resulting in inflammation and apoptosis. Alveolar-capillary permeability interacts with inflammatory and apoptotic pathways. JNK1 MAPK inhibits GADD45α expression, which effects apoptotic signaling. MMP8 protects against increased alveolo-capillary permeability. Dashed line = theoretical connection. Arrow = activation, bar = inhibition

*Jnk1^−/−^* mice were relatively resistant to VILI, and their global gene expression patterns differed from that of wild-type mice. Besides their gray color (versus black for wild type and *mkk3^−/−^* mice), *jnk1^−/−^* mice do not differ phenotypically from their wild-type counterparts. We speculated that analysis of the gene expression profile in *jnk1^−/−^* mice would provide information on their resistance to injury. The *jnk1^−/−^* mice responded to ventilation with the downregulation of genes significantly overrepresented in the immune response system (eg., Ccl8, Il1) and biopolymer metabolic processes (e.g., Mmp11) functional groups. 

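Ccl8, a chemokine that attracts monocytes, fell by 2.97 on the log2 scale with ventilation in *jnk1*-/- lungs (standard error 0.65, adjusted p = 0.0132 from limma, n = 3 controls and 4 ventilated mice), with 1 ventilated array at the authors' floor, and had a log2 fold change of −0.48 in wild-type lungs (adjusted p = 0.737). Mmp11, a matrix metalloproteinase, fell by 1.85 (standard error 0.29, adjusted p = 0.00248) in *jnk1*-/- lungs and had −1.14 in wild-type lungs (standard error 0.29, adjusted p = 0.0512). Klf2, a transcription factor of quiescent endothelium and lymphocytes, fell by 1.48 (standard error 0.25, adjusted p = 0.00337) in *jnk1*-/- lungs and had −0.51 in wild-type lungs (adjusted p = 0.269). Cxcl13, which attracts B cells, had −2.35 in *jnk1*-/- lungs (standard error 0.72, adjusted p = 0.0535). The probe of Il1a lay at the authors' floor on all 14 arrays. The difference of the ventilation effect between the genotypes was −2.48 for Ccl8 (adjusted p = 0.278), −0.71 for Mmp11 (adjusted p = 0.475), −0.97 for Klf2 (adjusted p = 0.265) and −1.72 for Cxcl13 (adjusted p = 0.491).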

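Each of the 3 probes of Stat3, a transcription factor of the acute phase response, was higher after ventilation in *jnk1*-/- lungs, by 2.40, 2.26 and 1.06 on the log2 scale (standard errors 0.53, 0.50 and 0.29, adjusted p = 0.0131, 0.0140 and 0.0340 from limma, n = 3 controls and 4 ventilated mice). In wild-type lungs these probes of Stat3 had log2 fold changes of 1.53, 1.53 and 0.64 (adjusted p = 0.132, 0.116 and 0.243), and the difference between the genotypes had an adjusted p = 0.635, 0.678 and 0.677. Orm2, an orosomucoid, rose by 3.25 (standard error 0.83, adjusted p = 0.0266), with 2 of 3 *jnk1*-/- control arrays at the authors' floor, and Orm1 had 0.25 (standard error 0.77, adjusted p = 0.889).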

A small number of genes enriched in acute phase response functional group were upregulated (e.g., Stat3). 

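Of 20 inflammatory cytokines and chemokines, 3 rose and none fell with ventilation in *jnk1*-/- lungs (3 when adjusted over the list alone), and the list had an adjusted p = 0.290 from camera in limma. These were Il6, with a log2 fold change of 2.92 (standard error 0.66, adjusted p = 0.0152, n = 3 controls and 4 ventilated mice), Il1b with 1.91 (standard error 0.44, adjusted p = 0.0161) and Cxcl16 with 0.59 (standard error 0.16). Cxcl2 had 2.11 (standard error 0.69, adjusted p = 0.0691) and Ccl20 −1.85 (standard error 0.88, adjusted p = 0.204). Before ventilation Ccl20 was higher in *jnk1*-/- than in wild-type lungs, by 5.57 (standard error 0.94, adjusted p = 0.00994), with 3 of 3 wild-type control arrays at the authors' floor. Of 20 neutrophil genes, 7 rose and 1 fell in *jnk1*-/- lungs (10 and 1 when adjusted over the list alone), with an adjusted p = 3.73e-04 from camera and an adjusted p = 0.235 with an estimated correlation. Clec4d rose by 3.55 and Trem1 by 2.85, the latter with 3 of 3 *jnk1*-/- control arrays at the authors' floor, while Ltf, a granule protein of neutrophils, fell by 2.21. Of 9 genes of endothelial activation, Selp (2.44), F3 (2.15) and Plaur (2.14) rose and none fell (3 when adjusted over the list alone). The endothelial activation list had an adjusted p = 0.00873 from camera and an adjusted p = 0.0858 with an estimated correlation. Of the 14 genes of Figure 7A, 9 rose in *jnk1*-/- lungs (12 when adjusted over the list alone), and 1 passed the test of the difference between genotypes, in genes that the study chose on the same arrays and that are not independent evidence.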

We did not observe a significant expression change of groups of inflammatory genes in *jnk1^−/−^* mice, which was prominent in ventilated wild-type mice (Figure 7A and C).

*Jnk1^−/−^* animals also displayed significant baseline overexpression of cytoskeleton genes and many were significantly enriched in the muscle contraction functional group (Figure 7B and C, Table S3). 

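Of 24 genes of the actin and tubulin cytoskeleton outside muscle, 2 were higher in *jnk1*-/- controls than in wild-type controls and none was lower (4 higher when adjusted over the list alone), with an adjusted p = 0.0267 from camera in limma and an adjusted p = 0.409 with an estimated correlation. These were the tubulins Tubb5 (log2 fold change 1.16, standard error 0.23, adjusted p = 0.0208, n = 3 per genotype) and Tuba1c (0.92, standard error 0.20). Acta2, the actin of smooth muscle, had 0.23 (standard error 0.33, adjusted p = 0.737). Genes of skeletal muscle contraction that were higher in *jnk1*-/- controls include Actn3 (4.15) and Tnnc2 (6.68), with 3 of 3 and 1 of 3 wild-type control arrays at the authors' floor. The call on the cytoskeleton list was lost with quantile normalization, with each array centred on its median, without wild-type control replicate 1 or *jnk1*-/- control replicate 2, and with the fast form of cyclic loess, chosen after the data were seen. Over these and the other alternatives its adjusted p ran from 0.00478 to 0.707.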

Cytoskeletal reorganization upon cyclic stretch has been demonstrated in pulmonary arterial endothelial cells [38]. Birukov *et al.* showed that cytoskeletal rearrangement depends on the magnitude of cell stretch. Other studies suggest that JNK inhibition attenuates actin cytoskeleton remodeling [50]. Our gene expression analysis confirms previous observations that JNK is involved both in the mechanotransducive and an inflammatory mechanism of VILI [31], [42], [51].

Increased alveolar epithelial cellular apoptosis has been noted following moderate tidal volume ventilation [52]. JNK signaling is pro-apoptotic and thus *jnk1* ^−/−^ mice are resistant to various pro-apoptotic stimuli [40]. We show that GADD45α expression in response to ventilation was further enhanced in the absence of JNK1. GADD45α has previously been identified as a candidate gene in VILI [5], [43]. GADD45α have been shown to regulate JNK and p38 MAPK signaling to promote apoptosis [53]. However others suggest that JNK activation can precede or occur independently of GADD45α activation [54]. At present, we can only speculate that JNK modulates GADD45α activation directly (Figure 12) or that the effect is mediated via nuclear-factor κB, a major regulator of both JNK and GADD45 [41].

We conclude that MAPK (including MKK3/p38 MAPK and JNK pathways) play a central role in coordinating various forms of injury displayed in VILI. MAPK are involved in transmitting signals of cellular inflammation, mechanotransduction, and apoptosis. A separate mechanism that involves MMP8 is responsible at least in part for increased alveolo-capillary protein permeability in VILI. Our results suggest that strategies to modulate MAPK and/or MMP8 activation may have potential therapeutic benefit in patients suffering from ventilator-associated lung injury/ARDS.

## Supporting Information

Table S1 Indices of lung injury in bronchoalveolar lavage fluid. wt = wild-type mouse,mkk3 = *mkk3^−/−^* mouse, jnk1 = *jnk1^−/−^* mouse, n = 5–8mice/group
(0.68 MB TIF) Click here for additional data file.

Table S2 Mean blood pressure during 8 hours mechanical ventilation in wild-type mice. a = significant change 0^th^ versus 8^th^ hour ventilation, p<0.05, n = 3/group, abbreviation:BP = blood pressure
(0.12 MB TIF) Click here for additional data file.

Table S3 103 genes with significant expression change following mechanical ventilation in wild-type and *jnk1^−/−^* mice. ^a^ wt = gene expression ratio wild-type mouse ventilation/control, *jnk1^−/−^* = gene expression ratio *jnk1^−/−^* mouse ventilation/control. Genes are ranked by fold-change. Listed genes meet the following statistical criteria significant change: t-tests p-value<0.05 with 5%FDR correction, TNoM score = 0 and fold-change of expression >2. The expression changes of genes in bolded font were confirmed with RT-PCR.
(0.07 MB DOC) Click here for additional data file.

Figure S1 Time course of mechanical ventilation in wild-type, *mkk3^−/−^*, *jnk1^−/−^* and in *mmp8^−/−^* mice. Mice were ventilated with 10 or 20 ml/kg tidal volume and their lung injury parameters were compared to non-ventilated controls. *20 ml/kg tidal volume ventilation experiments for wild-type, mkk3^−/−^ and jnk1^−/−^ mice:* Mice were ventilated for 2 hours to assess changes in broncholveolar lavage fluid (BALF) total protein, total and differential cell count and tumor necrosis factor-μ levels (n = 5/group). Mice were ventilated for 4 hours to assess changes in BALF total protein, total and differential cell count. Lung tissue was harvested for protein expression analysis (n = 5/group). In a separate set of experiments microvascular permeability was measured in mice ventilated for 4 hours using Evans Blue (EB) dye extravasation method. Mice were injected with EB dye 2 hours prior the end of mechanical ventilation. At the end of the ventilation period left lung tissue and blood was collected for permeability measurement (n = 5/group). Wet-to-dry lung weight ratio was also measured by comparing the wet and desiccated weight of right lungs. *10 ml/kg tidal volume ventilation experiment for wild-type, jnk1^−/−^, mkk3^−/−^ and mmp8^−/−^ mice:* Mice were ventilated for 8 hours (n = 5/group) to assess changes in BALF (total protein, total and differential cell count) and in lung histology. Right lungs were used for BALF assessment and left lungs for histology and TUNEL staining. Additional lung tissue from separate experiments with wild-type and *jnk1^−/−^* mice was harvested for gene and protein expression, immunohistochemistry (n = 4/group). In a separate set of experiments microvascular permeability was measured in wild-type and *mmp8^−/−^* mice ventilated for 8 hours using EB dye extravasation method. Mice were injected with EB dye 2 hours prior the end of mechanical ventilation. At the end of the ventilation period lung tissue and blood was collected for permeability measurement (n = 3/group). We used 5–8 non-ventilated control animals/group to obtain baseline BALF, permeability and tissue parameters. abbreviation: BAL = bronchoalveolar lavage
(0.27 MB TIF) Click here for additional data file.

## References

[1] Grasso S, Mascia L, Del Turco M, Malacarne P, Giunta F (2002). Effects of recruiting maneuvers in patients with acute respiratory distress syndrome ventilated with protective ventilatory strategy.. Anesthesiology.

[2] The ARDS Network (2000). Ventilation with lower tidal volumes as compared with traditional tidal volumes for acute lung injury and acute respiratory distress syndrome.. N Engl J Med.

[3] Brower RG, Lanken PN, MacIntyre N, Matthay MA, Morris A (2004). Higher versus lower positive end-expiratory pressures in patients with the acute respiratory distress syndrome.. N Engl J Med.

[4] Mayr VD, Dunser MW, Greil V, Jochberger S, Luckner G (2006). Causes of death and determinants of outcome in critically ill patients.. Crit Care.

[5] Altemeier WA, Matute-Bello G, Gharib SA, Glenny RW, Martin TR (2005). Modulation of lipopolysaccharide-induced gene transcription and promotion of lung injury by mechanical ventilation.. J Immunol.

[6] Bregeon F, Roch A, Delpierre S, Ghiago E, Autillo-Touati A (2002). Conventional mechanical ventilation of healthy lungs induced pro-inflammatory cytokine gene trascription.. Resp Physiol.

[7] Yang KY, Arcaroli JJ, Abraham E (2003). Early alterations in neutrophil activation are associated with outcome in acute lung injury.. Am J Respir Crit Care Med.

[8] Chess PR, O'Reilly MA, Sachs F, Finkelstein JN (2005). Reactive oxidant and p42/44 MAP kinase signaling is necessary for mechanical strain-induced proliferation in pulmonary epithelial cells.. J Appl Physiol.

[9] Abdulnour RE, Peng X, Finigan JH, Han EJ, Hasan EJ (2006). Mechanical stress activates xanthine oxidoreductase through MAP kinase-dependent pathways.. Am J Physiol Lung Cell Mol Physiol.

[10] Otterbein LE, Otterbein SL, Ifedigbo E, Liu F, Morse DE (2003). MKK3 mitogen-activated protein kinase pathway mediates carbon monoxide-induced protection against oxidant-induced lung injury.. Am J Pathol.

[11] Morse D, Otterbein LE, Watkins S, Alber S, Zhou Z (2003). Deficiency in the c-Jun NH2-terminal kinase signaling pathway confers susceptibility to hyperoxic lung injury in mice.. Am J Physiol Lung Cell Mol Physiol.

[12] Grigoryev DN, Ma SF, Irizarry RA, Ye SQ, Quackenbush J (2004). Orthologous gene-expression profiling in multi-species models: search for candidate genes.. Genome Biol.

[13] Dolinay T, Kaminski N, Felgendreher M, Kim HP, Reynolds P (2006). Gene expression profiling of target genes in ventilator-induced lung injury.. Physiol Genomics.

[14] Moitra J, Sammani S, Garcia JG (2007). Re-evaluation of Evans Blue dye as a marker of albumin clearance in murine models of acute lung injury.. Transl Res.

[15] Belperio JA, Keane MP, Burdick MD, Londhe V, Xue YY (2002). Critical role for CXCR2 and CXCR2 ligands during the pathogenesis of ventilator-induced lung injury.. J Clin Invest.

[16] Hales CA, Du HK, Volokhov A, Mourfarrej R, Quinn DA (2001). Aquaporin channels may modulate ventilator-induced lung injury.. Respir Physiol.

[17] Tremblay L, Valenza F, Riberio SP, Li J, Slutsky AS (1997). Injurious ventilatory strategies increase cytokines and c-fos m-RNA expression in an isolated lung rat model.. J Clin Invest.

[18] Otterbein LE, Bach FH, Alam J, Soares M, Tao Lu H (2000). Carbon monoxide has anti-inflammatory effects involving the mitogen-activated protein kinase pathway.. Nat Med.

[19] Morse D, Pischke SE, Zhou Z, Davis RJ, Flavell RA (2003). Suppression of inflammatory cytokine production by carbon monoxide involves the JNK pathway and AP-1.. J Biol Chem.

[20] Tester AM, Cox JH, Connor AR, Starr AE, Dean RA (2007). LPS Responsiveness and Neutrophil Chemotaxis In Vivo Require PMN MMP-8 Activity.. PLoS ONE.

[21] Fayolle C, Pourchet J, de Fromentel CC, Puisieux A, Dore JF (2008). Gadd45a activation protects melanoma cells from ultraviolet B-induced apoptosis.. J Invest Dermatol.

[22] Ning W, Chu TJ, Li CJ, Choi AM, Peters DG (2004). Genome-wide analysis of the endothelial transcriptome under short-term chronic hypoxia.. Physiol Genomics.

[23] Wu W, Dave N, Tseng GC, Ricards T, Xing EP (2005). Comparison of normalization methods for CodeLink Bioarray data.. BMC Bioinformatics.

[24] Benjamini Y, Hochberg Y (1995). Controlling the false discovery rate: A practical and powerful approach to multiple testing.. J Roy Statist Soc Ser B.

[25] Tusher VG, Tibshirani R, Chu G (2001). Significance analysis of microarrays applied to ionizing radiation response.. Proc Natl Acad Sci U S A.

[26] Song R, Kubo M, Morse D, Zhou Z, Zhang X (2003). Carbon monoxide induces cytoprotection in rat orthotopic lung transplantation via anti-inflammatory and anti-apoptotic effects.. Am J Pathol.

[27] Gavrieli Y, Sherman Y, Ben-Sasson SA (1992). Identification of programmed cell death in situ via specific labeling of nuclear DNA fragmentation.. J Cell Biol.

[28] von Bethmann AN, Brasch F, Nusing R, Vogt K, Volk HD (1998). Hyperventilation induces release of cytokines from perfused mouse lung.. Am J Respir Crit Care Med.

[29] Matthay MA, Bhattacharya S, Gaver D, Ware LB, Lim LH (2002). Ventilator-induced lung injury: in vivo and in vitro mechanisms.. Am J Physiol Lung Cell Mol Physiol.

[30] Uhlig U, Haitsma JJ, Goldmann T, Poelma DL, Lachmann B (2002). Ventilation-induced activation of the mitogen-activated protein kinase pathway.. Eur Respir J.

[31] Li LF, Yu L, Quinn DA (2004). Ventilation-induced neutrophil infiltration depends on c-Jun N-terminal kinase.. Am J Respir Crit Care Med.

[32] de Prost N, Dreyfuss D, Saumon G (2007). Evaluation of two-way protein fluxes across the alveolo-capillary membrane by scintigraphy in rats: effect of lung inflation.. J Appl Physiol.

[33] Quinn DA, Moufarrej RK, Volokhov A, Hales CA (2002). Interactions of lung stretch, hyperoxia, and MIP-2 production in ventilator-induced lung injury.. J Appl Physiol.

[34] Petrache I, Birukova A, Ramirez SI, Garcia JG, Verin AD (2003). The role of the microtubules in tumor necrosis factor-alpha-induced endothelial cell permeability.. Am J Respir Cell Mol Biol.

[35] Crimi E, Zhang H, Han RN, Sorbo LD, Ranieri VM (2006). Ischemia and reperfusion increases susceptibility to ventilator-induced lung injury in rats.. Am J Respir Crit Care Med.

[36] Matute-Bello G, Liles WC, Steinberg KP, Kiener PA, Mongovin S (1999). Soluble Fas ligand induces epithelial cell apoptosis in humans with acute lung injury (ARDS).. J Immunol.

[37] Nakamura M, Matute-Bello G, Liles WC, Hayashi S, Kajikawa O (2004). Differential response of human lung epithelial cells to fas-induced apoptosis.. Am J Pathol.

[38] Birukov KG, Jacobson JR, Flores AA, Ye SQ, Birukova AA (2003). Magnitude-dependent regulation of pulmonary endothelial cell barrier function by cyclic stretch.. Am J Physiol Lung Cell Mol Physiol.

[39] Matute-Bello G, Liles WC, Radella F, Steinberg KP, Ruzinski JT (1997). Neutrophil apoptosis in the acute respiratory distress syndrome.. Am J Respir Crit Care Med.

[40] Davis RJ (2000). Signal transduction by the JNK group of MAP kinases.. Cell.

[41] Papa S, Zazzeroni F, Pham CG, Bubici C, Franzoso G (2004). Linking JNK signaling to NF-kappaB: a key to survival.. J Cell Sci.

[42] Li LF, Liao SK, Ko YS, Lee CH, Quinn DA (2007). Hyperoxia increases ventilator-induced lung injury via mitogen-activated protein kinases: a prospective, controlled animal experiment.. Crit Care.

[43] Ma SF, Grigoryev DN, Taylor AD, Nonas S, Sammani S (2005). Bioinformatic identification of novel early stress response genes in rodent models of lung injury.. Am J Physiol Lung Cell Mol Physiol.

[44] Tschumperlin DJ, Oswari J, Margulies AS (2000). Deformation-induced injury of alveolar epithelial cells. Effect of frequency, duration, and amplitude.. Am J Respir Crit Care Med.

[45] Jones JC, Lane K, Hopkinson SB, Lecuona E, Geiger RC (2005). Laminin-6 assembles into multimolecular fibrillar complexes with perlecan and participates in mechanical-signal transduction via a dystroglycan-dependent, integrin-independent mechanism.. J Cell Sci.

[46] Winkler MK, Foldes JK, Bunn RC, Fowlkes JL (2003). Implications for matrix metalloproteinases as modulators of pediatric lung disease.. Am J Physiol Lung Cell Mol Physiol.

[47] Owen CA, Hu Z, Lopez-Otin C, Shapiro SD (2004). Membrane-bound matrix metalloproteinase-8 on activated polmorphonuclear cells is a potent,tissue inhibitor of metalloproteinase-resistant collagenase and serpinase.. J Immunol.

[48] Gutierez-Fernandez A, Inada M, Balbin M, Fueyo A, Pitiot A (2007). Increased inflammation delays wound healing in mice deficient in collagenase-2 (MMP8).. Faseb J.

[49] Kohno K, Ishizaka A, Sawafuji M, Koh H, Hirayama Y (2004). Hyperoxia-induced emphysematous changes in subacute phase of endotoxin-induced lung injury in rats.. Am J Physiol Lung Cell Mol Physiol.

[50] Usatyuk PV, Natarajan V (2003). Role of Mitogen-activated Protein Kinases in 4-Hydroxy-2-nonenal-induced Actin Remodeling and Barrier Function in Endothelial Cells.. J Biol Chem.

[51] Oudin S, Pugin J (2002). Role of MAP kinase activation in interleukin-8 production by human BEAS-2B bronchial epithelial cells submitted to cyclic stretch.. Am J Respir Cell Mol Biol.

[52] Imai Y, Parodo J, Kajikawa O, de Perrot M, Fischer S (2003). Injurious mechanical ventilation and end-organ epithelial cell apoptosis and organ dysfunction in an experimental model of acute respiratory distress syndrome.. Jama.

[53] Zerbini L, Wang Y, Czibere A, Correa R, Cho J (2004). Nf-kB-mediated repression of growth arrest- and DNA demage-inducible alpha and gamma is essential for cancer cell survival.. PNAS.

[54] Shaulian E, Karin M (1999). Stress-induced JNK activation in independnet of GAD45 induction.. J Biol Chem.

# Supplementary material for: Mitogen-Activated Protein Kinases Regulate Susceptibility to Ventilator-Induced Lung Injury
**Source:** PLoS One. 2008 Feb 13;3(2):e1601. doi: 10.1371/journal.pone.0001601
**Supplement:** Table S3 — 103 genes with significant expression change following mechanical ventilation in wild-type and jnk1−/− mice. a wt = gene expression ratio wild-type mouse ventilation/control, jnk1−/− = gene expression ratio jnk1−/− mouse ventilation/control. Genes are ranked by fold-change. Listed genes meet the following statistical criteria significant change: t-tests p-value<0.05 with 5%FDR correction, TNoM score = 0 and fold-change of expression >2. The expression changes of genes in bolded font were confirmed with RT-PCR. (0.07 MB DOC)

**Table S3**

| **Genes regulated in wild-type and in *jnk1-/-*mice** | | | |
| --- | --- | --- | --- |
| ***Uniene ID*** | ***Gene Name*** | ***awt*** | ***jnk1-/-*** |
| **Mm.16415** | **matrix metalloproteinase 8 (Mmp8)** | **40.06** | **43.21** |
| Mm.142740 | metallothionein-2 (MT2) | 16.37 | 13.43 |
| Mm.174615 | cDNA sequence BC019943 (BC019943) | 10.67 | 8.60 |
| Mm.24920 | macrophage C-type lectin (Mpcl) | 10.17 | 11.32 |
| Mm.38169 | RIKEN clone:3110001I22 product:weakly similar to apoptosis regulator | 8.74 | 9.10 |
| Mm.36640 | mitogen-activated protein kinase kinase kinase 6 (Map3k6) | 7.68 | 9.71 |
| Mm.4368 | glutamate-cysteine ligase catalytic subunit (GLCLC) | 7.23 | 6.36 |
| Mm.262670 | serine protease inhibitor-2 related sequence 1 (Spi2-rs1) | 6.78 | 3.81 |
| Mm.34242 | RIKEN cDNA 1110011E12 gene (1110011E12Rik) | 5.40 | 7.98 |
| Mm.22903 | polymeric immunoglobulin receptor 3 precursor (Pigr3) | 5.29 | 4.08 |
| Mm.159762 | adult male pituitary gland cDNA RIKEN clone:5330417H12 product | 5.18 | 5.69 |
| Mm.28518 | tumor necrosis factor receptor superfamily member 12a (Tnfrsf12a) | 5.00 | 7.74 |
| Mm.14191 | kallikrein binding protein (Klkbp) | 4.85 | 3.09 |
| Mm.233802 | interleukin 4 receptor alpha (Il4ra) | 4.64 | 3.60 |
| Mm.6215 | fos-like antigen 1 (Fosl1) | 4.62 | 4.41 |
| Mm.9653 | growth arrest and DNA-damage-inducible 45 gamma (Gadd45g) | 4.39 | 3.72 |
| Mm.1408 | adrenomedullin (Adm) | 4.37 | 6.31 |
| Mm.249379 | interleukin 1 family member 9 (Il1f9) | 4.16 | 3.44 |
| Mm.15801 | lipocalin 7 (Lcn7) | 4.03 | 4.87 |
| Mm.19788 | basic transcription element binding protein 1 (Bteb1) | 3.98 | 3.52 |
| Mm.150899 | UI-M-BH4-azn-d-08-0-UI.s1 NIH_BMAP_M_S5 cDNA clone | 3.61 | 4.36 |
| Mm.10948 | schlafen 1 (Slfn1) | 3.57 | 4.88 |
| Mm.45815 | breast cancer anti-estrogen resistance 3 (Bcar3) | 3.45 | 4.96 |
| Mm.251657 | TBC1 domain family member 8 (Tbc1d8) | 3.11 | 4.42 |
| Mm.255080 | DNA segment Chr 7 ERATO Doi 458 expressed (D7Ertd458e) | 2.81 | 3.10 |
| Mm.5079 | hydroxysteroid 11-beta dehydrogenase 2 (Hsd11b2) | 2.72 | 2.39 |
| Mm.7446 | RIKEN cDNA 8430417G17 gene (8430417G17Rik) | 2.65 | 4.40 |
| Mm.33709 | CEA-related cell adhesion molecule 14 (Ceacam14) | 2.55 | 2.41 |
| Mm.200426 | LIM and cysteine-rich domains 1 (Lmcd1) | 2.49 | 3.02 |
| Mm.176347 | 13 days embryo stomach cDNA RIKEN clone:D530033C11 | 2.46 | 2.42 |
| Mm.60997 | hypothetical protein 4932411E22 (4932411E22) | 2.40 | 2.39 |
| Mm.257667 | RIKEN clone:2700050C19 | 2.23 | 3.18 |
| **Mm.1236** | **growth arrest and DNA-damage-inducible 45 alpha (Gadd45a)** | **2.15** | **4.16** |
| Mm.168110 | RIKEN clone:5330403D14 | 2.01 | 5.77 |
| Mm.29813 | RIKEN clone:1700029G01 | 1.97 | 4.47 |
| Mm.87858 | bone gamma carboxyglutamate protein 1 (Bglap1) | 0.99 | 0.44 |
| Mm.82624 | RIKEN cDNA E430021N18 gene (E430021N18Rik) | 0.83 | 0.43 |
| Mm.22049 | cysteine rich intestinal protein (Crip) | 0.49 | 0.23 |
| Mm.241656 | monoamine oxidase B (Maob) | 0.48 | 0.49 |
| Mm.14526 | myosin light chain, fast skeletal muscle (Mylpf) | 0.47 | 0.01 |
| Mm.46172 | cAMP-dependent protein kinase regulatory subunit | 0.43 | 0.37 |
| Mm.41279 | RIKEN clone:6620401M08 | 0.43 | 0.44 |
| Mm.268037 | RIKEN clone:1700019L03 | 0.43 | 0.26 |
| Mm.46759 | cDNA sequence BC027340 (BC027340) | 0.43 | 0.46 |
| Mm.12863 | heparan sulfate 2-O-sulfotransferase 1 (Hs2st1) | 0.40 | 0.40 |
| Mm.33810 | RIKEN clone:1700010A17 | 0.39 | 0.42 |

**Genes regulated in wild-type and in *jnk1-/-*mice (continued)**

| ***Uniene ID*** | ***Gene Name*** | ***wt*** | ***jnk1-/-*** |
| --- | --- | --- | --- |
| Mm.269989 | RIKEN cDNA 2810046M22 gene (2810046M22Rik) | 0.36 | 0.48 |
| Mm.100671 | ATP-binding cassette sub-family G (WHITE) member 3 (Abcg3) | 0.36 | 0.38 |
| Mm.23991 | RIKEN cDNA 5830443L24 gene (5830443L24Rik) | 0.32 | 0.37 |
| Mm.10747 | allograft inflammatory factor 1 (Aif1) | 0.30 | 0.14 |
| Mm.24118 | glutathione S-transferase theta 2 (Gstt2) | 0.29 | 0.22 |
| Mm.154109 | RIKEN clone:1810009F10 product:weakly similar to MSTP014 | 0.25 | 0.41 |
| Mm.102196 | RIKEN clone:2900001G08 | 0.24 | 0.14 |
| Mm.32411 | immune associated nucleotide 3 (Ian3) | 0.22 | 0.35 |
| Mm.17510 | mesothelin (Msln) | 0.21 | 0.42 |
| Mm.33613 | clone IMAGE:1380300 partial cds | 0.20 | 0.22 |
| Mm.74335 | hypothetical protein B230342N19 (B230342N19) | 0.20 | 0.44 |
| Mm.27579 | RIKEN clone:2900062L11 product:similar to microsomal signal peptidase | 0.18 | 0.29 |
| Mm.878 | lymphocyte antigen 6 complex, locus D (Ly6d) | 0.17 | 0.12 |
| **Mm.13828** | **WNT1 inducible signaling pathway protein 2 (Wisp2)** | **0.16** | **0.35** |

| **Genes regulated primarily in *jnk1-/-* mice** | | | |
| --- | --- | --- | --- |
| ***Uniene ID*** | ***Gene Name*** | ***wt*** | ***jnk1-/-*** |
| Mm.33172 | RIKEN clone:A930008K15 | 1.69 | 8.34 |
| Mm.21177 | RIKEN cDNA A930014I12 gene (A930014I12Rik) | 0.77 | 7.24 |
| Mm.3337 | selectin platelet (Selp) | 4.53 | 5.11 |
| Mm.1453 | a disintegrin and metalloproteinase domain 1a (Adam1a) | 1.13 | 4.88 |
| Mm.158737 | RIKEN clone:9130004J05 | 1.15 | 5.07 |
| Mm.41077 | RIKEN clone:2810432C06 | 1.56 | 4.11 |
| Mm.152250 | UI-M-BZ1-bjb-f-07-0-UI.s1 NIH_BMAP_MHI2_S1 cDNA clone | 0.86 | 3.57 |
| Mm.5262 | choline kinase (Chk) | 1.55 | 3.27 |
| **Mm.641** | **activating transcription factor 4 (Atf4)** | **1.56** | **3.15** |
| Mm.77743 | H3001E08-3 NIA Mouse 15K cDNA Clone | 1.12 | 2.86 |
| Mm.30059 | myristoylated alanine rich protein kinase C substrate (Marcks) | 1.38 | 2.83 |
| Mm.22704 | adenylate cyclase inhibitory G protein i3 alpha chain {clone G13} | 1.95 | 2.61 |
| Mm.7221 | low density lipoprotein receptor-related protein 1 (Lrp1) | 1.71 | 2.60 |
| Mm.30144 | cytotoxic T lymphocyte-associated protein 2 alpha (Ctla2a) | 1.64 | 2.55 |
| Mm.28726 | nucleostemin (Ns-pending) transcript variant 1 | 1.48 | 2.25 |
| Mm.27932 | arsenate resistance protein 2 (Ars2-pending) | 1.29 | 2.14 |
| Mm.12829 | calsequestrin 1 (Casq1) | 1.00 | 0.17 |
| Mm.214950 | skeletal muscle actin | 1.21 | 0.16 |
| Mm.39469 | troponin I skeletal fast 2 (Tnni2) | 0.95 | 0.07 |
| Mm.21075 | calmodulin 4 (Calm4) | 1.10 | 0.05 |
| Mm.35134 | ATPase Ca++ transporting cardiac muscle fast twitch 1 (Atp2a1) | 0.97 | 0.05 |
| Mm.207067 | defensin beta 7 (Defb7) | 1.06 | 0.04 |
| **Genes regulated primarily in wild-type mice** | | | |
| Mm.100110 | RIKEN clone:9130015A21 | 2.61 | 0.78 |
| Mm.24750 | protein distantly related to to the gamma subunit family (Pr1) | 2.23 | 1.11 |
| Mm.2549 | hexokinase 2 (Hk2) | 2.18 | 1.78 |
| Mm.160094 | RIKEN clone:5430417C01 | 2.09 | 1.91 |
| Mm.44136 | RalBP1 associated Eps domain containing protein 2 (Reps2) | 2.07 | 0.81 |
| Mm.101159 | UI-M-BH3-aqx-h-02-0-UI.s1 NIH_BMAP_M_S4 cDNA clone | 0.48 | 0.51 |
| Mm.156884 | BC024400 (BC024400) | 0.47 | 0.56 |
| Mm.29431 | RIKEN cDNA 1810014L12 gene (1810014L12Rik) | 0.46 | 0.70 |
| Mm.32764 | cDNA clone 1700007L15 | 0.46 | 0.54 |
| Mm.81122 | RIKEN clone:1110027G09 | 0.45 | 0.62 |
| Mm.181061 | RIKEN cDNA 4921522K17 gene (4921522K17Rik) | 0.43 | 1.09 |
| Mm.22270 | transmembrane 4 superfamily member 3 (Tm4sf3) | 0.40 | 0.58 |
| Mm.136892 | hypothetical protein 8430408F21 (8430408F21) | 0.39 | 0.57 |
| Mm.29310 | RIKEN clone:5730419O14 product:Aldo/keto reductase family | 0.35 | 0.59 |
| Mm.158729 | RIKEN clone:9030622O22 | 0.34 | 0.61 |
| Mm.86627 | RIKEN cDNA 2210010B09 gene (2210010B09Rik) | 0.34 | 0.66 |
| Mm.20892 | RIKEN clone:2900082I03 product:synapsin II | 0.27 | 0.51 |
| Mm.94160 | brain expressed X-linked 2 (Bex2) | 0.20 | 0.66 |

How the deposited data were processed for this re-analysis (not part of the article)

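The arrays measured lung RNA of 3 wild-type controls, 4 ventilated wild-type mice, 3 *jnk1*-/- controls and 4 ventilated *jnk1*-/- mice, 1 array per animal. The authors deposited, per array, log2 intensities of 19621 probes without normalization between arrays, with a lowest value of −6.86, and a table of log2 values that the authors normalized, with a floor at 3.12 that holds 24.5% of its values. The files carry no quality flags, so the quality filter of the methods could not be applied.

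The deposited values were normalized by cyclic loess over all pairs of arrays, programmed in R 4.3.3. This form was chosen over the fast form in limma after the values were seen, because it lay closer to the authors' table, with a correlation of at least 0.989 above the floor and an SD of the difference between 0.0481 and 0.344. Values at the lowest deposited value were left out of the curves, and then these and values under the 1st percentile were set to that percentile. Group means were fitted in limma 3.58.1 (lmFit and eBayes), with Benjamini-Hochberg adjustment over all probes and a threshold of 0.05. The 5 contrasts were ventilation in each genotype, the genotypes in controls and after ventilation, and the difference of the ventilation effect. The stringent list asks for a fold change over 2 and the less stringent list, at an unadjusted p, over 1.5, both with no overlap between the groups' arrays. The RT-PCR genes were also tested by two-sided exact permutation. Figures were drawn in matplotlib 3.10.9 with Python 3.11.15.

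Fixed lists, 18 of pathways and 21 of cell type or tissue markers, hold 782 genes, of which 658 were measured, each by its brightest probe. They were tested with camera in limma at a preset correlation of 0.01 and at an estimated one. Several lists hold genes of Table S3 or Figure 7, which the study chose on the same arrays. Examples are Mylpf and Tnni2 (skeletal muscle), Defb7 and Calm4 (squamous), Clec4d (neutrophil) and Mt2 and Gclc (oxidative stress). The counts and camera results of such lists are thus not fully independent of the paper's choice. Probes were named by the gene symbols of the probe table, and positions come from the RefSeq genes of the GRCm38.p6 assembly. Named genes are, for ventilation in each genotype and between controls, the 10 largest changes in each direction past the threshold with no overlap, for the difference of the effect the 5 largest in each direction past it, up to 4 members of a list by adjusted p, Mapk8, and the genes the paper names; values of Table S3 were seen before this rule was written. The rule covers no single genes between ventilated genotypes.

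The steps were tested on simulated data with 200 changed probes. A 4-fold change was recovered for 53% to 67.5% of these probes in the comparisons of groups and 41% for the difference of the effect, and a 2-fold change for 7% to 13% and 0%, with false calls of at most 13.0% of all calls. Alternatives for normalization, value table, test, arrays in the fit, dim probes, floor, block, array weights, replicates, probes of a gene and correlation between genes were tried. The gene ontology analysis of the paper was not run again, and Areg, which no probe names, was left out.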

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

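The tests of the explanations of both patterns weighed here were chosen after the results were seen, while the counts over other splits of the arrays follow a rule that does not depend on the result.

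Among 12 tests for a sample far from the others, in groups of 4 arrays, 2 passed the critical ratio of Dixon's test. These were the percent of probes at the lowest value in ventilated wild-type lungs, with a ratio of 0.906 for replicate 1, and Atf4 in ventilated *jnk1*-/- lungs, with a ratio of 0.859 for replicate 3. Chance gives such a result in about 1 in 20 groups.

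The test of the difference of the ventilation effect passed for 78 probes, a count that 7 of 100 splits of the arrays reached. Whether these splits keep the real control groups was not tested, so they do not decide on chance for it. The largest positive differences among named genes were 5.12 for Obi1, 5.06 for Atp7a, 3.55 for Pax8, 2.95 for Pkp2 and 2.84 for Klhl21. The largest negative ones were −8.33 for Defb4, −8.16 for Acta1, −8.15 for Krt13, −7.95 for Ccl20 and −7.66 for Crct1, on the log2 scale. All but Pkp2 and Klhl21 have arrays at the authors' floor, and in the authors' normalized values 4 of the 10 did not pass: Obi1 with 0.48, Pax8 with 0.07, Atp7a with 3.69 (adjusted p = 0.0637) and Ccl20 with −4.84 (adjusted p = 0.0751). Obi1, Pkp2 and Klhl21 have 2 probes each, and the values given are those of 1 probe. The difference had a median of −2.57 over the skeletal muscle list and of −1.57 over the list of stratified squamous epithelium. Both lists hold genes that were already higher in *jnk1*-/- controls.

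In the separate comparisons, genes of other lists also passed. Of the glucocorticoid-induced genes 12 rose in wild-type and 14 in *jnk1*-/- lungs. Of the B cell genes 4 fell in wild-type and 8 in *jnk1*-/- lungs, of the genes of dendritic cells and MHC class II 4 and 8, and of the adipose tissue genes 3 and 6. With an estimated correlation in camera, the calls on the lists were lost for B cells in wild-type lungs (adjusted p = 0.0997), for MHC class II in wild-type and *jnk1*-/- lungs (adjusted p = 0.101 and 0.0817) and for adipose tissue in both (adjusted p = 0.101 and 0.0767). After ventilation 3 platelet genes were lower in *jnk1*-/- than in wild-type lungs. Between controls 15 squamous epithelium genes were higher in *jnk1*-/- lungs. In both control and ventilated lungs 49 probes differed between the genotypes in the same direction.

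In *jnk1*-/- controls, 32 genes of the skeletal muscle and squamous lists were higher, by a median of 4.16 on the log2 scale, and the paper names 9 of them. A constant effect of the genotype is argued against by the median difference after ventilation, −0.0630 (upper quartile 0.45), and normalization by the median of 4.60 with each array centred on its median. Tissue with skeletal muscle and squamous epithelium, such as esophagus, taken with the control lungs stays open: the adjusted p of at most 0.0105 of both lists in camera with an estimated correlation is the pattern itself and does not test it. An effect of the genotype in controls that ventilation ends gives the same 32 genes, and cannot be told apart from such tissue, since no array separates the 2. Both comparisons of *jnk1*-/- controls share 3 arrays, and their correlation of −0.408 (covariance −0.334) compares with −0.533 (covariance −0.213) in simulated unchanged groups. In these simulations sharing alone did not give the observed covariance (−0.221 to −0.206 over 20 simulations), and what does was not tested. Nor was it tested whether the simulated spread matches that of the shared controls. Of 378 probes called in both, 156 were higher in *jnk1*-/- controls and fell with ventilation, and 204 the reverse. Independent lists would give 21.7 and 25.0. Part of this excess may come from the shared controls, which at 3 arrays cannot be split.

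The 49 probes that differed in both states, 23 higher and 26 lower in *jnk1*-/- lungs against 1.31 and 1.08 expected of independent lists, include Ankrd33b and Polr2k, at the authors' floor on 6 and 7 of 7 *jnk1*-/- arrays, and Rpl29, Itga9, Cap1 and Gdpd3, chosen after their values were seen. Donor DNA beside the targeted gene is argued against as their whole source, since 3 of the 44 with a position in the GRCm38.p6 assembly lie on the chromosome of Mapk8 (6.82%, upper limit 18.7%), and normalization by the 40 that passed in both comparisons with each array centred on its median. For these 3, Tmem254a, Ang and Supt16, such DNA stays open. Segments of another strain elsewhere may contribute. The paper describes the *jnk1*-/- mice as gray and the wild-type mice as black, though it gives all mice a C57/BL6 background. Of the probes, 7 lie on chromosome 15 and 8 on chromosome 2 (adjusted p = 0.0368 and 0.283, Fisher's exact test). Within 10 Mb of another lie 21, against a median of 15 over 10000 random draws (permutation p = 0.0714). The reading of that p as undecided was set after it was seen. Loss of JNK1 itself stays open for all 49, the 23 with no other probe within 10 Mb among them, and cannot be told apart from such segments. Whether the 49 probes read both genotypes equally was not tested, since probe sequences were not aligned.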

How the results depend on the processing

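The trend, fast loess, authors' floor share, pair of wild-type control arrays, and authors' values with the methods' t-test were chosen after the data were seen. Counts are of probes after wild-type ventilation, *jnk1*-/- ventilation, between controls, between ventilated genotypes and for the difference of the ventilation effect, in this order, unless named. The authors' normalized values gave 1138, 1183 and 207 (wild-type, controls, difference). The methods' t-test gave 2, 85, 0 and 17 (2316 between controls at an unadjusted p under 0.05), with stringent lists of 73, 0 and 73 in either, both and 1 genotype and 1754 in the less stringent list between controls. Fits of the compared arrays alone gave 415, 716, 122 and 76, with stringent lists of 952, 126 and 826. Leaving out dim probes gave 1121, 216 and 136 (wild-type, ventilated, difference), and fewer probes are then tested. Array weights gave 2259, 3755, 2288, 182 and 318, with 381 stringent in both genotypes. The trend gave 1200, 1224, 256 and 179 (wild-type, controls, ventilated, difference), and the authors' floor share 202 and 197 (ventilated, difference). Without wild-type control arrays 2 and 3 there were 170 and 204 (wild-type, controls) and 69 stringent in both. The authors' values with the methods' t-test gave 98, 55, 2 and 19, stringent lists of 112, 2 and 110 and 1641 in the less stringent list between controls.

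Replicate numbers do not pair the arrays: deviations of arrays with 1 number correlated by −0.376 to 0.236. With the number as a block the counts were 299, 1293, 375, 61 and 18, with 152 stringent in both, Gadd45a 1.08 (adjusted p = 0.104) in wild-type lungs and 1.26 (adjusted p = 0.128) between ventilated genotypes, and Ccn5 −1.55 (adjusted p = 0.0569) in *jnk1*-/- lungs.

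Of the RT-PCR genes, calls lost with the methods' t-test were those of Gadd45a 1.08 (adjusted p = 0.0577), Ccn5 −2.60 (adjusted p = 0.0577) and Mmp8 5.30 (adjusted p = 0.0617) in wild-type lungs, Gadd45a 2.09 (adjusted p = 0.0735) and Ccn5 −1.49 (adjusted p = 0.208) in *jnk1*-/- lungs and Gadd45a 1.26 (adjusted p = 0.403) between ventilated genotypes. Fits of the compared arrays alone lost Ccn5 −1.49 (adjusted p = 0.112) in *jnk1*-/- lungs and Gadd45a 1.26 (adjusted p = 0.117) between ventilated genotypes. Leaving out wild-type control arrays 2 and 3 lost Gadd45a 1.20 (adjusted p = 0.238) and Ccn5 −2.65 (adjusted p = 0.0807) in wild-type lungs, with 1 wild-type control array left and the spread taken from the other groups. The authors' values with the methods' t-test lost Gadd45a 2.06 (adjusted p = 0.0756) and Ccn5 −1.51 (adjusted p = 0.224) in *jnk1*-/- lungs and Gadd45a 1.17 (adjusted p = 0.497) between ventilated genotypes. Atf4 passed in wild-type lungs with the authors' values 0.64 (adjusted p = 0.0446), dim probes left out 0.72 (adjusted p = 0.0452), array weights 0.73 (adjusted p = 0.0265), the trend 0.72 (adjusted p = 0.0318) and the authors' floor share 0.72 (adjusted p = 0.0438), and between controls with each array centred on its median −0.92 (adjusted p = 0.04). Over all alternatives the adjusted p of Gadd45a ran from 0.0061 to 0.238 in wild-type and 6.23e-06 to 0.0756 in *jnk1*-/- lungs and 0.00178 to 0.497 between ventilated genotypes. It ran from 9.01e-05 to 0.0807 and 0.00127 to 0.224 for Ccn5 and 7.58e-09 to 0.0617 for Mmp8 in wild-type lungs, and for Atf4 from 0.0265 to 0.32 in wild-type lungs and 0.04 to 0.775 between controls.

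With an estimated correlation in camera 1, 5, 2, 1 and 2 lists passed, in place of 22, 22, 10, 9 and 4. Between controls 4 passed with quantile normalization, 4 with each array centred on its median and 6 with fast loess, and for the difference 7 with median centring, 2 with the authors' values and 2 with fast loess. With median centring the median of the ribosomal protein genes changed sign, to −0.10 (adjusted p = 0.0382, range over alternatives 0.0382 to 0.973) in wild-type lungs and −0.27 (adjusted p = 0.0954, range 0.00351 to 0.859) between controls.

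Leaving out 1 array at a time gave 286 to 947 probes in wild-type lungs, 1341 to 2711 in *jnk1*-/- lungs, 239 to 1086 between controls, 52 to 260 between ventilated genotypes (52, 73, 65, 64, 260 and 74 without wild-type ventilated replicate 1, 3 or 4 or *jnk1*-/- ventilated replicate 2, 3 or 4) and 22 to 244 for the difference. The highest counts in wild-type lungs, between controls and for the difference (947, 1086 and 244) came without wild-type control replicate 1. That leaves replicates 2 and 3, the closest pair of that group. Stringent lists ran from 1400 to 2241 (either), 163 to 287 (both) and 1196 to 1954 (1 genotype). Gadd45a ran from 1.01 to 1.14 in wild-type lungs and 1.14 to 1.49 between ventilated genotypes, Ccn5 from −1.86 to −1.22 in *jnk1*-/- lungs. Lists past the threshold ran from 4 to 11 between controls (4 and 6 without wild-type control replicate 1 or 3) and 2 to 6 for the difference (2 without wild-type control replicate 1 or 3, wild-type ventilated replicate 1 or *jnk1*-/- control replicate 2). Over all values and alternatives, 8324 of single genes kept their side of the threshold, 1729 lost and 90 gained a call and 0 were counted as reversed. Values that did not pass could still change sign. Mmp8 between controls went from −0.13 to 0.07 without wild-type control replicate 1. For lists the 4 numbers were 3996, 173, 70 and 2, and of counts 260 stayed within 1.5 times and 101 did not. The alternative without a filter on quality flags was not run, since the files carry none; the cause of these changes was not tested.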

Differences from the paper's values

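The tests with the authors' normalized values and the methods' t-test together, with the trend and with the authors' floor share were chosen after the results were seen. The paper gives 103 genes of the stringent list, and 1800 probes met its thresholds here with limma in place of the methods' t-test. Of the alternatives set before the data were examined, the methods' t-test came closest to the paper's count, with 73. These include only 39 of the 98 matched genes of Table S3 (0 of 17 in its section of primarily wild-type genes). All other alternatives of this kind gave 952 to 2288. The authors' normalized values with the methods' t-test, chosen after seeing the values, gave 112 and dropped 0 of the 98 matched genes of Table S3.

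For the less stringent list the paper gives 335 genes for wild-type ventilation, 686 for *jnk1*-/- ventilation and 314 between controls, and 2460, 3364 and 2949 probes met its thresholds here. Each of the alternatives set before the data were examined differed from the paper's counts; the methods' t-test gave 2113, 2851 and 1754. The ratios of the 4 RT-PCR genes on the arrays lay near those of Table S3, given here for wild-type and then *jnk1*-/- lungs. They were 2.11 and 4.26 for Gadd45a against 2.15 and 4.16, and 0.165 and 0.355 for Ccn5 against 0.16 and 0.35. For Atf4 they were 1.65 and 3.34 against 1.56 and 3.15, and for Mmp8 39.4 and 44.4 against 40.06 and 43.21.

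The paper describes Atf4 as induced by ventilation in *jnk1*-/- but not in wild-type mice. Here its difference between the genotypes was 1.02 (adjusted p = 0.174 in limma, over the alternatives 0.0582 to 0.557), and its wild-type change of 0.72 passed with the authors' normalized values, dim probes left out, array weights, a trend of the spread and the authors' floor share. For Gadd45a, which the paper describes as more induced in *jnk1*-/- mice, the ventilated *jnk1*-/- level was higher by 1.26, while the difference of the ventilation effect was 1.01 (adjusted p = 0.241, over the alternatives 0.0519 to 0.643). Table S3 places genes in sections of both genotypes, primarily *jnk1*-/- and primarily wild-type; of 21 matched genes of the second section 8 passed the test of the difference, and of 17 of the third 2 did. The paper places Il1 among the genes lowered in *jnk1*-/- mice; Il1a lay at the authors' floor on all 14 arrays, and Il1b rose by 1.91 in *jnk1*-/- lungs.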

Other observations

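Of the tests in this part, those without wild-type control arrays 2 and 3 were chosen after the results were seen.

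Genes that glucocorticoids induce were the list with the smallest adjusted p after wild-type ventilation. Of 21 such genes 12 rose and none fell in wild-type lungs (16 rose when adjusted over the list alone), with an adjusted p = 2.88e-15 from camera in limma and an adjusted p = 0.00519 with an estimated correlation. Of the same list 14 rose and none fell in *jnk1*-/- lungs (17 when adjusted over the list alone), with an adjusted p = 2.60e-13 and an adjusted p = 0.00563 with an estimated correlation. Map3k6, a stress kinase, rose by 2.94 and 3.30 and Klf9, a transcription factor, by 2.03 and 1.86 in wild-type and *jnk1*-/- lungs. The list's difference between the genotypes had an adjusted p = 0.885.

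Of 13 adipose tissue genes 3 fell in wild-type and 6 in *jnk1*-/- lungs and none rose (5 and 8 when adjusted over the list alone), with an adjusted p = 1.80e-04 and 3.47e-05 from camera in limma and an adjusted p = 0.101 and 0.0767 with an estimated correlation. Adipoq, the adipocyte hormone adiponectin, fell by 2.64 in both. Of 19 genes of hypoxia and glycolysis 4 rose in wild-type lungs and 6 rose and 1 fell in *jnk1*-/- lungs (10, and 7 and 2, when adjusted over the list alone), with an adjusted p = 6.51e-04 and 0.00891 and an adjusted p = 0.0997 and 0.149 with an estimated correlation. Hk2, of glycolysis, rose by 1.14 and 0.87. Dbp, an output gene of the circadian clock, fell by 2.98 (adjusted p = 0.0397) and 3.53 (adjusted p = 0.00809).

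After ventilation, of 8 platelet genes Ppbp (−1.51), Gp9 (−1.84) and Treml1 (−1.81) were lower in *jnk1*-/- than in wild-type lungs and none was higher (6 lower when adjusted over the list alone), with an adjusted p = 2.13e-09 from camera in limma and an adjusted p = 0.0106 with an estimated correlation. Between ventilated genotypes 120 probes passed in limma, 60 higher and 60 lower in *jnk1*-/- lungs, and 28 higher and 56 lower with each array centred on its median. The count was 17 with the methods' t-test, 76 in a fit of these 8 arrays alone, 61 with the replicate number as a block, 182 with array weights and 216 with dim probes left out. Among the 120, and chosen after their values were seen, Rpl29, a ribosomal protein, was higher by 5.62 and Itga9, an integrin, by 3.93, and Cox7a2, a subunit of cytochrome c oxidase, was lower by 6.37, all 3 above the authors' floor on all arrays. Lima1, an actin-binding protein, was lower by 7.83, with 4 of 4 ventilated *jnk1*-/- arrays at that floor.

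Both ventilation comparisons called 369 probes, 225 higher and 141 lower in both, against 32.2 and 12.5 expected of independent lists. The changes of wild-type ventilation and of *jnk1*-/- against wild-type controls share 3 arrays and correlated by 0.526 (covariance 0.401), against 0.537 (covariance 0.215) in simulated unchanged groups. In these simulations sharing alone gave as large a correlation but a smaller covariance (0.207 to 0.219 over 20 simulations). Wild-type control arrays correlated least with their own group (0.908, 0.902 and 0.911). Whether the simulated spread matches theirs was not tested, so sharing stays open as the source. What gives the larger covariance was not tested. Of 124 probes called in both of these comparisons, 115 changed the same way. Part of this overlap may come from the shared controls, which at 3 arrays cannot be split. Without wild-type control arrays 2 and 3, which leaves 1, the median log2 fold change over all probes was 0.03 and 0.02, against 0.11 and 0.13.

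Over the splits of the same arrays into groups of the same sizes, the real one included, 1 of 35 gave as many probes for wild-type ventilation (703, highest other 4) and its stringent (553, highest other 4) and less stringent lists (2460, highest other 1144). The same held for *jnk1*-/- ventilation (2379, highest other 1457), its stringent (1500, highest other 1047) and less stringent lists (3364, highest other 2646) and for ventilated genotypes (120, highest other 3), so chance can be excluded for these. The source of the high counts in other splits of the *jnk1*-/- arrays was not tested. Between controls 1 of 10 splits gave as many (783, highest other 5; less stringent 2949, highest other 1166), and 10 splits are too few for a share under 0.05. For the difference of the ventilation effect 7 of 100 did (78, highest other 108). Whether the others among the 7 keep the real control groups was not tested, so they do not decide on chance.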
